# Molecular changes during AT/RT progression associated with epithelial–mesenchymal transition and extracellular matrix changes

**DOI:** 10.1007/s00401-026-03050-1

**Published:** 2026-07-01

**Authors:** Lea Altendorf, Anton Althammer, Rajanya Roy, Karoline Hack, Flavia W. de Faria, Arend Koch, Vanessa Thaden, Melanie Schoof, Martin U. Schuhmann, Peter Hauser, Pascal D. Johann, Martin Hasselblatt, Michael C. Frühwald, Kornelius Kerl, Ulrich Schüller

**Keywords:** AT/RT, Tumor recurrence, Therapy resistance, Single-nucleus RNA sequencing, pEMT

## Abstract

Atypical teratoid/rhabdoid tumors (AT/RT) are the most common malignant brain tumors during infancy and associated with a dismal prognosis. The majority of patients suffer from tumor progression or recurrence, but underlying mechanisms remain unknown. To better understand such mechanisms, we performed single-nucleus RNA sequencing (snRNAseq) of eight paired primary tumors and recurrences. Tumor cells and cells of the tumor microenvironment (TME) were analyzed separately. Potentially therapy-resistant tumor cells were identified through the comparison of global gene expression profiles between primary and recurrent tumor cell populations using *CIBERSORT*. Histopathology, in vitro experiments, bulk RNA sequencing, and survival analysis were performed for validation. Paired primary and recurrent AT/RT showed significant differences in their gene expression profiles. Potentially therapy-resistant AT/RT-MYC tumor cells revealed changes in the extracellular matrix (ECM) as well as altered developmental processes and immune signaling pathways. Respective gene signatures were correlated with inferior survival in AT/RT-MYC patients. Tumor cells of relapsed AT/RT-MYC underwent partial epithelial–mesenchymal transition (pEMT), a feature that was confirmed by immunohistochemistry (IHC) and by analyzing AT/RT cells after standard therapy in vitro. Together, we identified potential mechanisms of tumor relapse and therapy resistance in AT/RT, which could be employed to improve therapy in future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00401-026-03050-1.

## Introduction

AT/RT are malignant tumors of the central nervous system (CNS) mainly affecting young children. They are characterized by an aggressive, infiltrative growth and a very poor prognosis, with a median overall survival (OS) ranging from 9 to 17 months, depending on risk groups [17].

AT/RT are assigned to four different DNA methylation subtypes. These differ regarding their clinical characteristics, genetics, and gene expression profiles [25, 30]. 95% of all AT/RT patients belong to the three subtypes AT/RT-SHH, AT/RT-MYC, and AT/RT-TYR that are characterized by *SMARCB1* mutations [7, 28]. In very rare cases, a *SMARCA4* mutation is the underlying genetic cause [23, 50]. These cases belong to a distinct subtype, AT/RT-SMARCA4 [25]. Both SMARCB1 and SMARCA4 are part of the SWItch/Sucrose Non-Fermentable (SWI/SNF) complex, which is involved in the packaging of the DNA to histones and therefore, the accessibility of the DNA and the regulation of gene expression. They are also known to act as tumor suppressors [60]. Often, the mutations are already present in the germline, which is associated with the rhabdoid tumor predisposition syndrome 1 (RTPS1; OMIM #609322) for patients with *SMARCB1* mutations and rhabdoid tumor predisposition syndrome 2 (RTPS2; OMIM #613325) for *SMARCA4*-mutated patients. AT/RT patients received surgery followed by chemotherapy. Radiotherapy is not generally recommended for patients younger than 3 years but is applied on a single case basis, and targeted therapies are still lacking. In line with the fact that the prognosis is very poor, AT/RT often progress or recur, matching the observation of pronounced therapy-resistance in AT/RT patients [18]. Previously, differences between paired primary and recurrent AT/RT, regarding their histology, proliferative activity, copy number and bulk gene expression profiles were identified [29]. Nevertheless, the identification of therapy-resistant tumor cells is outstanding. Thorough characterization of therapy-resistant and recurrent AT/RT tumor cells is urgently needed to identify novel therapeutic targets overcoming resistance.

Here, we describe the transcriptomic differences between eight paired AT/RT primary and recurrent tumors on a single-nucleus level. Furthermore, primary tumor cells with similarity to paired recurrences were identified and characterized in this study. We assume that such cells are therapy-resistant and develop to recurrences. Characterization of these cells and respective mechanisms might therefore result in the identification of novel treatment targets. In this framework, we identified increased ECM remodeling and pEMT in the context of therapy resistance.

## Methods

### Data sets

Patient data were derived from the databases of the EU-RHAB registry. EU-RHAB has received continuous ethical approval (Ethics Committee University of Münster, Germany 2009-532-f-S, most recently amended 17AUG2021). Case numbers 1–26 were assigned to the patients according to Johann et al. [28]. Cases 27 and 28 were added to this study. Clinical and molecular information is summarized in Fig. S1a and Table S1.

### Isolation of cells from FFPE tissue and snRNAseq

snRNAseq of formalin-fixed paraffin-embedded (FFPE) tissue was performed with the Chromium Single Cell Flex Gene Expression Assay (10× Genomics). Cells were isolated according to the demonstrated protocol “Isolation of Cells from FFPE Tissue Sections for Chromium Fixed RNA Profiling”, Document Number CG000632 Rev B (10× Genomics) using a gentleMACS Octo Dissociator (#130-134-029, Miltenyi Biotec). FFPE scrolls were dissociated using the Enzyme Mix containing Liberase TH (# 5401151001, Millipore Sigma). Probe hybridization and multiplex library preparation were performed using the 10× Genomics Sample Preparation Kit PN-1000414, 16 rxns, according to the protocol “Chromium Fixed RNA Profiling Reagent Kits for Multiplexed Samples”, Document Number CG000527 Rev E (10× Genomics). The resulting pooled libraries, with one barcode per tumor sample, were sequenced as dual-index libraries in the sequencing core facility of the University Medical Center Münster, on NextSeq 2000 and NovaSeq 6000 (Illumina) sequencing systems, and a recovery of 80,000 cells for each library was targeted.

### snRNAseq data processing, integration, and clustering

The *10*× *Genomics Cell Ranger v8.0.1* software (RRID:SCR_017344) was used for demultiplexing, barcode processing and assignment, single-nucleus counting, alignment to the human reference genome GRCh38-2024-A, quality control, and finally for Feature Barcode Matrix generation. Filtered Feature Barcode Matrices for each sample were processed in *R Studio* (version 4.4.1). Normalization, scaling, principal component analysis (PCA), shared nearest neighbor graph construction (snn graph), clustering and uniform manifold approximation and projection (UMAP) were performed via the *Seurat* (version 5.1.0, RRID:SCR_007322) pipeline [22]. Data were merged and normalized using the *SCTransform()* function, correcting for the percentage of mitochondrial counts. Only nuclei with more than 200 and < 2500 detected genes and < 5% mitochondrial reads were selected. Processed data were visualized in UMAPs using 10 neighboring points in local approximation of manifold structure.

A *CCA* integration using the *FindIntegrationAnchors()* and *IntegrateData()* functions, both included in the *Seurat* package, was performed to identify resistant primary tumor cells over all samples, as well as for integration of AT/RT-MYC primary tumors that did not relapse.

TME cells were extracted from the raw data based on gene expression profiles and copy-number variations (CNVs). CNVs were investigated using the *inferCNV* package (version 1.22.0, RRID:SCR_021140) [56] with the chromosome information from hg38. TME cells identified by gene expression profiles were used as reference cells and all potential tumor cells as input. CNVs were calculated using *infercnv::run* (settings: analysis_mode = “samples”, cutoff = 0.1, cluster_by_groups = TRUE, denoise = TRUE, HMM = TRUE).

Normalization and processing were done as described above. Integration was performed utilizing *RunHarmony()* from the R package *harmony* (version 1.2.3) [57] with the sample ID as a covariate after *RunPCA()* following the developers’ recommendations. To compare the gene expression profiles between the DNA methylation subtypes, pseudobulk values for each sample were calculated using the *AggregateExpression()* function. The *DESeq2* package (version 1.46.0, RRID:SCR_015687) [36] was used to identify the 1,000 most variable genes between the DNA methylation subtypes. A Consensus clustering was performed using the *ConsensusClusterPlus* package (version 1.70.0, RRID:SCR_016954) [37, 60] and the distance was defined as *“pearson”*. The optimal *k* was calculated as *k* = 3. To determine whether primary tumor and recurrence of one patient have distinct gene expression profiles, pseudobulk values were calculated as described above. Pseudobulk values were normalized using *VST normalization*, included in the *DESeq2* package. The transcriptomic divergence was calculated as 1 minus the *Pearson* correlation between pseudobulk profiles of paired primary and recurrent tumors. A divergence of 0 means that primary tumor and paired recurrence have very similar transcriptomes and a divergence of 1 indicates distinct transcriptomes. Results were visualized in a lollipop plot created with *ggplot2* (version 3.5.1, RRID:SCR_014601) [58]. Statistics was perfomed using a two-sided Wilcoxon test.

### Annotation of the tumor microenvironment (TME)

The TME was annotated in a two-step procedure of automated and manual cross-labeling as recommended [24]. Automated annotation was performed utilizing the *Azimuth* (version 0.5.0, RRID:SCR_021084) algorithm [21] following the developers’ recommendations. Therefore, *RunAzimuth()* was called with the herein published TME as query dataset and a custom reference built via *AzimuthReference()* from a high-quality TME dataset of eleven glioblastomas previously published as reference dataset [42]. Manual annotation was performed based on canonical markers. For myelomonocytic cells (monocytes, macrophages, and DCs), an additional published meta-analysis was used to verify annotation [39].

### Differential abundance testing for the TME

Differential abundance testing was performed by assigning cells to partially overlapping neighborhoods on a nearest neighbor graph and subsequently fitting a generalized linear model (GLM) to account for the developmental nature of especially myelomonocytic cells. Therefore, we utilized the R package *miloR* (version 2.3.1, RRID:SCR_025630) [12]. A nearest neighbor graph was imported from *Seurat’s FindNeighbors()* function via *miloR’s buildFromAdjacency()* function, as described in the developers’ vignettes. Grouping into overlapping neighborhood groups, visualization, and statistical testing followed the developers’ recommendations. For the latter, a GLM comparing primary versus recurrent tumors was fitted, incorporating tumor DNA methylation subtype, patient ID, recurrence status, and experimental batches as covariates. Correction for multiple testing was performed by calculating the spatial false discovery rate (sFDR < 0.1) accounting for overlap between neighborhoods following the developers’ recommendations. Neighborhoods were mapped back to the original populations to identify the differentially abundant populations.

### Cell–cell communication

To identify potential interactions between cells with consecutive activation of downstream gene targets, we utilized the package *nichenetr* (version 2.2.0) [10] following the developers’ recommendations. Myelomonocytic cells were set as receivers, whereas tumor cells and all TME cells were set as sender cells. An expression of 5% of one population’s cells was used as the minimum threshold to include ligand-target pairs in the analysis. The top ten activated genes were selected to perform ligand-target predictions.

### CIBERSORT analysis

As the basis for the *CIBERSORT* analysis (RRID:SCR_016955), integrated data sets of all AT/RT-MYC primary tumor cells and all AT/RT-MYC recurrence tumor cells, with a resolution of 0.5 for *Seurat* cluster assignment (adequate resolution for snRNAseq data sets of around 3000 cells) [21, 22], were used. Pseudobulk values for each *Seurat* cluster were calculated using the *AggregateExpression()* function, and similarities between the single clusters were estimated using *CIBERSORT()* function (perm = 500) of the *IOBR* package (version 0.99.0, RRID:SCR_025619) [40].

*CIBERSORT* was also used for the deconvolution of previously published bulk RNA sequencing (bulk RNAseq) data [29]. The herein published snRNAseq data served as a reference with tumor cells grouped by their respective DNA methylation subtype and TME cells by their neighborhood group calculated via *miloR* (version 2.3.1, RRID:SCR_025630) [12]. Pseudobulk values for each of these groups were calculated. Comparisons between primary and recurrent samples were performed via a one-sided Student’s *t*-test, with *p* < 0.05 being considered to indicate statistical significance. As a validation of this method, a *Pearson* correlation was performed by calculating pseudobulk values for each *Seurat* cluster of the primary tumors and for the recurrences overall. The common genes were chosen and the correlation was calculated using the *cor(method* = *“pearson”)* function of the *stats* package (version 4.4.1, RRID:SCR_025968) [43]. The results were visualized in a heatmap using the *pheatmap* package (version 1.0.12, RRID:SCR_016418) [33].

### Differentially expressed genes (DEG) and pathways

DEG between the different tumor clusters were identified using the *FindAllMarkers()* function of the *Seurat* package (version 5.1.0, RRID:SCR_007322). Significant DEG with an adjusted *p *value < 0.05 (Benjamini–Hochberg (BH) adjustment) and a log_2_ fold change > 1 and < -1 were used for pathway analysis. The *Reactome Pathway* (RRID:SCR_003485) database was used for gene set enrichment analysis using the *gsePathway()* function included in the *ReactomePA* package (version 1.50.0, RRID:SCR_019316) [65]. Results were visualized in a *cnetplot* with the *enrichplot* package (version 1.26.6, RRID:SCR_026996) [64].

DEG between different TME cell types or between primary and recurrent samples within one TME cell type were analyzed as specified below using a GLM. Pseudobulk data were created based on the DNA methylation subtype, patient ID, recurrence status, and identified cell type via *Seurat’s AggregateExpression()* function, and DEG of raw count data were analyzed via the package *DESeq2* (version 1.46.0, RRID:SCR_015687) [36], embedded in *Seurat’s FindMarkers()* function following the developers’ recommendations. Genes with an adjusted *p *value < 0.05 after multiple testing correction via BH adjustment were considered to be significant.

### Annotation of cancer cell states

An NMF analysis [5, 39] was performed to identify gene modules, which were annotated as cancer cell states based on the function of respective genes. For this, the *NMF* package (version 0.27, RRID:SCR_023124) [19] with the *brunet* algorithm was used. Using *nmfEstimateRank()*, we determined the appropriate factorization rank (*k*), the rank with the highest cophenetic coefficient, which resulted in *k* = 4 for both AT/RT-MYC primary tumors and recurrences. Therefore, we defined four modules and the top 40 genes of each module were used to annotate the modules. The databases PanglaoDB (RRID:SCR_022580) [16], Gene Ontology (GO; RRID:SCR_002811) [2, 4], g:Profiler (RRID:SCR_006809) [32, 44], and ShinyGO (version 0.85.1, RRID:SCR_019213) [20] were used for annotation of the modules or so-called cancer cell states. The cell state fractions were visualized in bar plots using the *ggplot2* package (version 3.5.1, RRID:SCR_014601) [58]. Statistics were calculated using two-sided paired *t *tests.

To validate our annotation, we assigned tumor cells to commonly used pan-cancer cell states [5]. The cell states were assigned using *AUCell* (version 1.28.0, RRID:SCR_021327) [1] according to the developers’ recommendations.

### Histology and immunohistochemistry (IHC)

All human AT/RT tumor samples were fixed in 4% formaldehyde. Cell lines were pelletized, washed with 1× PBS, and fixed in 4% formaldehyde. After that, the cells were washed three times with 1× PBS with subsequent embedding in 3% agarose. Fixed tumor samples and agarose-embedded cells were dehydrated, embedded in paraffin, and sectioned at 2 µm. Hematoxylin and Eosin (H&E) staining was performed using standard protocols. IHC was done using a Ventana System (Roche) according to the manufacturers’ specifications. The antibodies mouse anti-EMA/anti-Mucin-1 (RRID:AB_2148557, DAKO #M0613, 1:200), mouse anti-CD1A (RRID:AB_563515, Novocastra #NCL-L-CD1a-235, 1:50), and mouse anti-Langerin (RRID:AB_2889342, Cell Marque™ #12D6, 392M-18 7 mL predilute) were used for epithelial membrane antigen (EMA), CD1A and Langerin (CD207) stainings. All stainings were quantified in *ImageJ* (version 1.54f, Java 1.8.0_322, RRID:SCR_003070) by calculating the positive area of scans of the whole slides, normalized to the total tumor area, according to the macro:

imageTitle=getTitle();//

run("Set Measurements…", "area area_fraction limit display redirect=None decimal=3");

run("8-bit");

setAutoThreshold("Default dark");

//run("Threshold…");

setThreshold(0, x);

setOption("BlackBackground", true);

run("Convert to Mask");

run(“Measure”);

The threshold *x* was defined as *x* = 100 for EMA, *x* = 200 for CD1A, and *x* = 150 for CD207. For input images, color deconvolution for H DAB vectors was performed and Color_2 was selected. Results were visualized in box plots created with *ggplot2* (version 3.5.1, RRID:SCR_014601) [58]. Statistics was performed using one-sided and two-sided paired *t *tests.

### Cell culture

The two patient-derived AT/RT-MYC cell lines BT-16 (RRID:CVCL_M156) and CHLA-266 (RRID:CVCL_M149) were used. Cells were cultured according to manufacturer specifications. To generate therapy-resistant cells, each cell line was treated with 1 µM doxorubicin (doxo). After 24 h, media were changed and 5 µM etoposide (eto) was added. Again, after 24 h, media were renewed and 1 µM vincristine (vin) was added. Most of the cells died after treatment, but after about 35 days, resistant cells grew again. Cells were harvested for IHC and RNA sequencing. For the latter, cell pellets were resuspended in Trizol and RNA was isolated according to standard protocols. To investigate the effect of the *ETS1* inhibitor TK216, cells were additionally treated with 1 µM TK216. Cell viability was assessed using the CellTiter-Glo® Luminescent Cell Viability Assay (Promega, #G7570). Luminescence was measured using a Tecan Reader (Infinite M200, Tecan Group AG) up to 56 days after treatment. Luminescence values were normalized to DMSO-treated cells and log-transformed. Cell viability was visualized in *RStudio* (version 4.4.1) using *ggplot2* (version 3.5.1, RRID:SCR_014601) [58]. Statistical analysis was performed using two-sided paired *t *tests.

### Bulk RNA sequencing

RNA concentration was measured using a Qubit 4 Fluorometer (Thermo Fisher Scientific). The quantity for each sample was adjusted to 10 ng. The library was prepared using the SMART-Seq Stranded kit (Takara Bio) according to the manufacturer’s specifications. Sequencing of the library pool was done on a NovaSeq X Plus (Illumina), using 2 × 101 bp. Subsequently, demultiplexing was performed with *Illumina bcl2fastq* (version 2.20, RRID:SCR_015058) and the adapters were trimmed with *Skewer* (version 0.2.2, RRID:SCR_001151) [27]. The reads were aligned to the human genome hg38 using *STAR* (RRID:SCR_004463) [13]. The transcripts were counted as feature counts, and they were used as input for the raw count table, which was processed in *R Studio* (version 4.4.1). Matching HUGO symbols for the ENSEMBL IDs were added using the *biomaRt* package (version 2.62.0, RRID:SCR_019214) [14]. Repetitively counted genes and genes from sex chromosomes were removed. The *DESeq2* package (version 1.46.0, RRID:SCR_015687) [36] was used to identify all DEG with a *p *value < 0.05 after BH adjustment, which were visualized in Volcano Plots using the *EnhancedVolcano* package (version 1.24.0, RRID:SCR_018931) [8].

### Survival analysis

For survival analysis, only patients with known OS, PFS, and clinical status (dead or alive) were included. These data were gathered with the help of EU-RHAB. Time to event was calculated as the time from the first diagnosis of AT/RT until the time of death. Censoring was noticed at the last time of contact if the patient was still alive. Survival analysis was performed based on bulk RNAseq data of a cohort of AT/RT-MYC patients (Table S6). At first, the cohort was separated into one group expressing a high number of in total 137 upregulated genes identified in primary tumor clusters 2, 4, and 5 (Table S3), with a log_2_ gene expression > 2, and one group expressing a low number of these genes. The cutoff between these two groups was calculated using the *maxstat.test()* function of the *maxstat* package (version 0.7-25, RRID:SCR_025679) [26] in R, which performs a Log-Rank test and calculates the optimal separation between two groups. To investigate the influence of covariates, a multivariate analysis was performed using the *coxph()* function of the survival package (version 3.6.4, RRID:SCR_021137) [55] with age and sex as covariates. The resulting hazard ratios were visualized using the *forestmodel* package (version 0.6.2, RRID:SCR_025250) [31]. For further analyses, only patients with a minimum follow-up of 17 months were selected and separated into long and short survivors at the median. For the TME analysis, bulk RNAseq data of AT/RT patients of all DNA methylation subtypes were stratified into two groups based on the abundance of *CD1A*^+^ *CD207*^+^ cells in the respective recurrent tumor samples as described above. The abundance of *CD1A*^+^ *CD207*^+^ DCs was defined as follows: For IHC, samples with ≥ 0.1% CD1A-/CD207-positive area were defined as abundant. For bulk RNAseq, samples with a *CIBERSORT* score ≥ 0.001 were defined as abundant. For snRNAseq, samples with cells present in neighborhood group 9 were defined as abundant. Kaplan–Meier curves [30] were generated using the *ggsurvfit* package (version 1.1.0, RRID:SCR_025045) [52]. Comparisons of survival curves were performed via two-sided Log-Rank tests, with *p* < 0.05 being significant using the package *survival* (version 3.6.4, RRID:SCR_021137) [55]. To identify DEG and pathways of long vs. short survivors, the *DESeq2* package (version 1.46.0, RRID:SCR_015687) [36] was used, and all genes with a *p *value < 0.05 after BH adjustment and a log_2_ fold change > 1 were chosen. Again, the *Reactome Pathway* database was used for gene set enrichment analysis using the *gsePathway()* function included in the *ReactomePA* package (version 1.50.0, RRID:SCR_019316) [65]. Results were visualized in a *dotplot* with the *enrichplot* package (version 1.26.6, RRID:SCR_018931) [64].

### Statistics

For differential gene expression analysis, two-sided *t *tests were used (Figs. 2j, 3c, d, 4e, f, 5c, d). To identify differences between cancer cell states, two-sided paired *t *tests were used (Fig. 4a). EMA IHC quantification was performed using one-sided (Fig. 4c) and two-sided paired *t *tests (Fig. 4d). Significant differences of survival curves were determined using two-sided Log-Rank tests (Fig. 5a, b). Correction for multiple testing was done using BH adjustment, and *p* < 0.05 was considered to indicate statistical significance.

## Results

### Single-nucleus RNA sequencing (snRNAseq) analysis of eight paired primary and recurrent AT/RT demonstrated distinct gene expression profiles

snRNAseq was performed for 16 samples from eight patients (Fig. S1a–S1d, Table S1). The *SCT*-normalized dataset comprising all samples was visualized using a UMAP for dimension reduction (*n* = 15,399 cells), resulting in distinct clusters for the tumor cells and the tumor microenvironment (TME), which could be distinguished by CNVs of chromosome 22 (Fig. S1e), chromosome 10 (Fig. S1f), and chromosome 1 (Fig. S1g). The TME was characterized by clusters of cells from all samples, which were assigned to their respective cell types (Figs. 1a, b, S2a–S2b, Table S2). To decipher compositional changes in TME populations, we performed differential abundance testing, which identified a significantly enriched abundance of *CD1A*^+^ *CD207*^+^ dendritic cells (DCs) in recurrences (Fig. S2c–S2h). This finding was validated by CD1A and CD207 immunohistochemistry (IHC; Fig. S3a, S3b) and a deconvolution of previously published bulk RNAseq data (Fig. S3c, S3d) [28]. In addition, patients suffering from tumors presenting *CD1A*^+^ *CD207*^+^ DCs had a significantly shorter overall survival (OS) compared to patients without detection of such cells (*p* = 0.009, two-sided Log-Rank test; Fig. S3e). Cell–cell communication inference via *nichenetr* identified an enriched *TGF-β1*- and *TGF-β2*-induced signaling in recurrent AT/RT (Fig. S3f, S3g) as a potential cause for the observed *CD1A*^+^ *CD207*^+^ DCs. The tumor cells of AT/RT-MYC (*n* = 4 patients) demonstrated patient-specific differences, whereas AT/RT-TYR tumor cells of all patients (*n* = 3 patients) were mixed in one cluster, indicating more similar gene expression profiles of single AT/RT-TYR tumor samples compared to the other AT/RT types (Figs. 1c, S1h). Nevertheless, distinct gene expression profiles for each AT/RT type were observed (Fig. S1e). Paired primary and recurrent tumor samples showed distinct gene expression profiles (Figs. 1d, S1i).

**Fig. 1:**
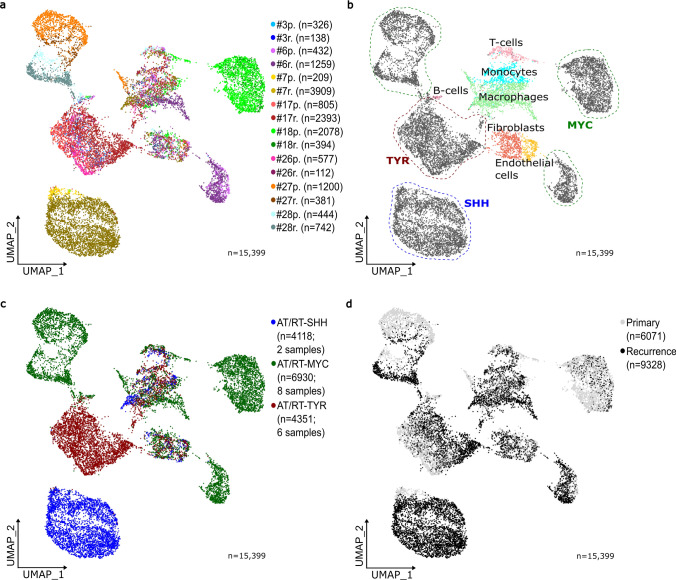
Overview of all samples and UMAPs of the snRNAseq data of all primary and recurrent AT/RT, including tumor cells and TME. UMAP using 10 neighboring points of *SCT*-normalized counts of all cells (*n* = 15,399), annotated by samples (**a**). UMAP of all cells (*n* = 15,399), with annotated TME and DNA methylation subtypes assigned (**b**). UMAP of all cells (*n* = 15,399), annotated by DNA methylation subtypes (**c**). UMAP of all cells (*n* = 15,399), annotated by status (primary or recurrence) (**d**)

### AT/RT-MYC primary tumor cells with high similarity to recurrences are characterized by altered ECM organization, developmental processes, and immune system pathways

The AT/RT-MYC primary and recurrent tumor cells of cases 6, 18, 27, and 28 demonstrated distinct gene expression profiles (Fig. 2a, Table S3, Fig. S1e, S1f). For AT/RT-TYR, case 3 was excluded due to a small number of tumor cells. The primary and recurrent tumor cells of cases 17 and 26 showed more similar but still distinct gene expression profiles compared to AT/RT-SHH and AT/RT-MYC (Figs. 2b, S1e, S1f). Primary and recurrent AT/RT-SHH tumor cells showed a clear separation in the UMAP (Fig. 2c). Due to the relatively low number of samples and cells belonging to AT/RT-TYR and AT/RT-SHH, further analyses focused on AT/RT-MYC tumor cells. A stronger integration of the snRNAseq data of the AT/RT-MYC tumor cells was performed in order to identify molecular mechanisms of tumor progression and recurrence occurring in all patients. This was done for all primary and recurrent tumor cells separately. After that, seven *Seurat* clusters were identified for the primary tumor cells (Fig. 2d, e) and six *Seurat* clusters for the recurrences (Fig. 2f, g). Using *CIBERSORT*, primary tumor clusters 2, 4, and 5 revealed the highest similarity to the recurrences (Figs. 2h, S4a). Quantifying the cells belonging to these clusters for each sample confirmed the presence of such cells in all samples (Fig. 2i). The top 15 upregulated *Reactome* pathways and associated genes in the cells were identified, with altered ECM organization as a top feature. Furthermore, immune system-associated pathways were upregulated, like increased cytokine signaling as well as alterations in the adaptive and innate immune system (Fig. 2j, Table S3). Finally, a number of upregulated genes were involved in metabolic processes, signal transduction, hemostasis, and developmental processes. Similar genes and pathways were upregulated in AT/RT-MYC recurrences compared to primary tumors (Fig. S4b, S4c).

**Fig. 2:**
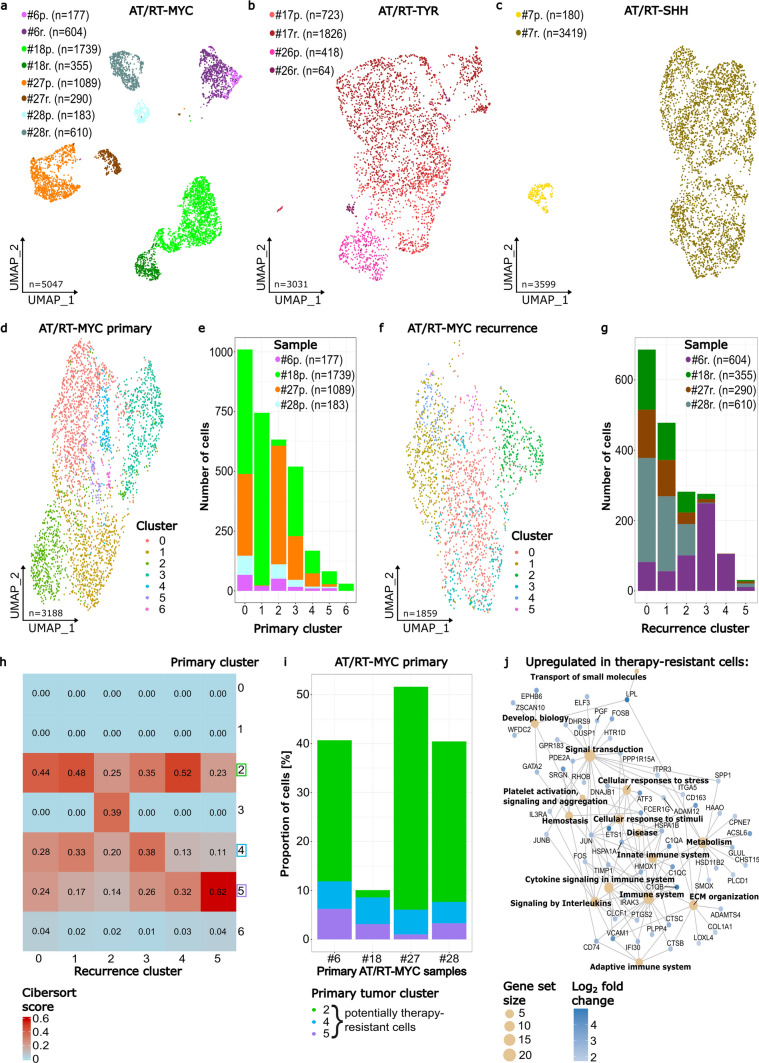
Analysis of tumor cells only and identification of AT/RT-MYC primary tumor cells with high similarity to recurrences. UMAP using 10 neighboring points of *SCT*-normalized counts of AT/RT-MYC tumor cells only (*n* = 5047), annotated by samples (**a**). UMAP of AT/RT-TYR tumor cells only (*n* = 3031), annotated by samples (**b**). UMAP of AT/RT-SHH tumor cells only (*n* = 3599), annotated by samples (**c**). Integrated UMAP using 10 neighboring points of all AT/RT-MYC primary tumor cells (*n* = 3188), annotated by *Seurat* clusters (**d**). Bar plot showing the distribution of all MYC primary tumor cells over the primary tumor clusters, annotated by sample (**e**). Integrated UMAP of all AT/RT-MYC recurrence tumor cells (*n* = 1859), annotated by *Seurat* clusters (**f**). Bar plot showing the distribution of all MYC recurrence tumor cells over the recurrence tumor clusters, annotated by sample (**g**). Heatmap of *CIBERSORT* results for investigating similarities between AT/RT-MYC primary tumor clusters and recurrence tumor clusters, showing highest *CIBERSORT* scores for primary tumor clusters 2, 4, and 5 (**h**). Bar plot showing the distribution of the potentially therapy-resistant AT/RT-MYC primary tumor clusters 2, 4, and 5 over the primary tumor samples (**i**). Upregulated genes and *Reactome* pathways in potentially therapy-resistant AT/RT-MYC primary tumor cells (primary tumor clusters 2, 4, and 5) compared to all other primary tumor cells (**j**)

### Potentially therapy resistance-associated genes were less expressed in AT/RT-MYC that did not relapse

To validate whether gene signatures identified in potentially therapy-resistant AT/RT-MYC cells (primary tumor cluster 2, 4, and 5; Fig. 2j) may be associated with the development of recurrences, we analyzed the expression of respective genes in AT/RT-MYC tumors that did not relapse (Table S6). We performed *CCA* integration to add these samples to our cohort of AT/RT-MYC primary tumors that relapsed (*n* = 14,935 cells; Fig. 3a, b). Upregulated genes and pathways in AT/RT-MYC primary tumors that relapsed were visualized in Fig. 3c, which also include altered ECM organization, immune system pathways, and developmental processes, among others. Furthermore, we investigated the expression of genes identified in potentially therapy-resistant cells. The majority of respective genes were upregulated in AT/RT-MYC tumors that relapsed compared to those that did not relapse (Fig. 3d).

**Fig. 3:**
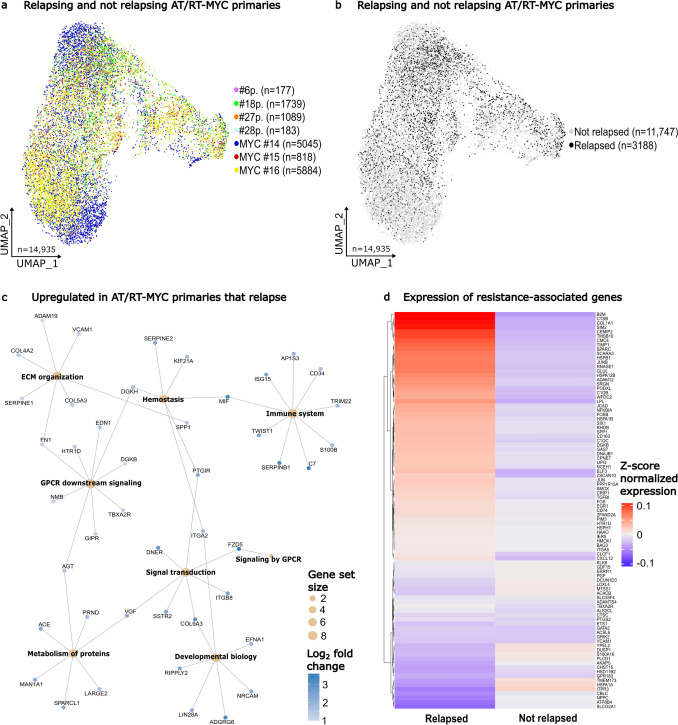
Integration of AT/RT-MYC primary tumors that did not relapse and investigation of the expression of therapy resistance-associated genes. Integrated UMAP using 10 neighboring points of normalized counts of AT/RT-MYC primary tumors that relapsed and that did not relapse (*n* = 14,935), annotated by samples (**a**). Integrated UMAP of AT/RT-MYC primary tumors that relapsed and that did not relapse (*n* = 14,935), annotated by status (**b**). Upregulated genes and *Reactome* pathways in AT/RT-MYC primary tumors that relapsed compared to the tumors that did not relapse until now (**c**). Heatmap showing *Z*-score normalized expression of genes identified in potentially therapy-resistant AT/RT-MYC cells (primary tumor cluster 2, 4, and 5). The mean expression for all relapsing and not relapsing AT/RT-MYC was calculated and visualized (**d**)

### AT/RT-MYC recurrences contained an increased proportion of cells undergoing pEMT as compared to primary tumors

To further characterize molecular differences between primary and recurrent AT/RT-MYC tumor cells, each cell was assigned to a cancer cell state using non-negative matrix factorization (NMF) analysis, which resulted in four different cancer cell states, which were annotated as “cell cycle”, “interferon response”, “metabolic/oxidative phosphorylation (OXPHOS)”, and “partial epithelial to mesenchymal transition (pEMT)” (Table S4). Quantification resulted in an increased number of AT/RT-MYC recurrence cells undergoing pEMT (*p* = 0.0031, two-sided paired *t*-test, Figs. 4a, S5a–S5d). Increased pEMT in recurrences was also observed using a pan-cancer cell state atlas [5] as a control (Fig. S5f, S5g). This finding was further investigated by using antibodies against EMA for IHC of paired AT/RT-MYC primary tumors and recurrences (Figs. 4b, S5e). Quantification of the EMA-positive area for three pairs resulted in a decreased EMA expression in AT/RT-MYC recurrences in three out of five pairs with two out of five pairs showing similar EMA expression (*p* = 0.035, one-sided paired *t*-test, Fig. 4c). 

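RNA of BT-16 and CHLA-266, 2 established AT/RT-MYC cell lines, was sequenced before and after treatment with doxorubicin (doxo) and etoposide (eto), which block topoisomerase II, and vincristine (vin), which blocks microtubule assembly. According to the methods, cells received 1 µM doxo, 5 µM eto 24 h later, and 1 µM vin after another 24 h. Most cells died, and growth of resistant cells resumed after about 35 days. Each cell line gave 1 untreated and 1 treated library, so that each condition held 2 libraries and the cell lines served as replicates. The libraries were prepared with a stranded kit that amplifies cDNA from small amounts of RNA and were sequenced with paired ends. The authors trimmed the reads, aligned them to hg38 with STAR, and counted them per gene, and the deposited counts cover 18449 gene symbols without normalization. Genes of the sex chromosomes were removed by the authors, and 0 symbols of the table lay on chromosome X or Y. The total count was 75087194 in untreated and 51489714 in treated BT-16 cells. It was 66192504 in untreated and 49849258 in treated CHLA-266 cells, so the treated library was the smaller in both cell lines. Nevertheless, more genes were detected after treatment, with 17815 against 16079 in BT-16 and 17114 against 15464 in CHLA-266. After all libraries were thinned to the smallest total, 17814 against 15879 and 17114 against 15382 genes were detected. Among counts from 1 to 20, the share of odd counts was 34.2% and 21.6% in untreated and treated BT-16 cells and 26.5% and 20.5% in CHLA-266 cells, so most low counts were even, as when both reads of a pair are counted. Intervals and floors given for counts cover counting error only and are too narrow where both reads of a pair were counted. Treated and untreated libraries were compared by edgeR's quasi-likelihood test with TMM normalization and without the cell line in the model, over all 18066 genes with a nonzero total. A gene at or under 3 counts in both untreated libraries was treated as undetected there, and its fold change is given as a lower bound against 3 counts. That bound takes the treated counts as they are, so a limit that covers their counting error can lie lower. A difference between the cell lines in their response could not be tested, because each cell line had 1 library per condition.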

We then treated two AT/RT-MYC cell lines using doxo, eto, and vin on three consecutive days with subsequent regrowth for investigating changes in the proportion of pEMT. H&E and EMA stainings were done for each cell line before and after treatment, resulting in a decreased EMA expression after treatment for BT-16 (*p* = 4.5 × 10^−6^, two-sided paired *t*-test) and CHLA-266 (*p* = 4.8 × 10^−6^, two-sided paired *t*-test, Fig. 4d). Investigation of the H&E stainings revealed a lower cell density and larger distances between the cells after treatment. 

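Between treated and untreated cells, 6364 of the 18066 genes tested were DEG at an adjusted *p* value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 2910 were upregulated and 3454 downregulated after treatment, a share of 45.7% upregulated. Among the alternatives, upper-quartile normalization changed this split most. With upper-quartile normalization, 4361 genes were upregulated and 1895 downregulated (69.7% upregulated), and with library totals alone, 3678 were upregulated and 2353 downregulated (61.0%). The median log2 fold change over all genes was 0.24 with TMM, 0.31 with DESeq2's size factors, 0.46 with library totals, and 0.59 with upper-quartile normalization, and the log2 fold changes of single genes shift accordingly. All 6364 DEG kept their direction in each of the 4 fits that left out 1 library. They were called on the same libraries, so a kept direction was likely beforehand and does not test the calls. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided *p* below 0.333, so the calls rest on a spread that the model estimates across genes. Among the genes that moved the same way in both cell lines, the smallest adjusted *p* values for lower expression belonged to *H3C3*, *H2BC10*, *H1-3*, *NDC80*, and *MKI67*. *MKI67*, a marker of dividing cells, had 109853 counts in untreated and 1262 in treated BT-16 cells, and 96814 and 1386 counts in CHLA-266 cells. Its log2 fold change was -6.03 (standard error 0.22, adjusted *p* = 1.92e-06 in edgeR). The histone genes *H3C3*, *H2BC10*, and *H1-3* have near-identical copies between which reads could have been split, so their values are uncertain. The smallest adjusted *p* values for higher expression belonged to *MDGA1*, *HMOX1*, *GCLC*, *GABARAPL1*, and *JAG1*. *MDGA1* rose from 91 to 4654 counts in BT-16 and from 50 to 4741 counts in CHLA-266 (log2 fold change 6.32, standard error 0.28, adjusted *p* = 2.32e-06 in edgeR). *HMOX1* and *GCLC* had log2 fold changes of 3.36 and 2.98. Of the 2910 upregulated genes, 611 (21.0%) were at or under 3 counts in both untreated libraries.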

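Fig. 4e annotates 21 pEMT marker genes from a published list of cancer cell states. At an adjusted *p* value under 0.05 in edgeR's quasi-likelihood test, 12 of them were upregulated after treatment, namely *AKR1C1*, *CD24*, *INHBA*, *TRIM29*, *CHI3L1*, *KRT7*, *LAMB3*, *TGFBI*, *GJB6*, *ITGB6*, *KYNU*, and *CDA*. *EIF4EBP1* was downregulated, and the other 8 genes (*KLK6*, *PDPN*, *SPINK6*, *MMP1*, *RHOD*, *IGFBP6*, *ANXA3*, and *KRT17*) were higher without passing the threshold. Adjusted over the list alone, 15 genes were upregulated and 1 was downregulated, which is not independent evidence if the annotated genes were picked on these libraries. The median log2 fold change of the list was 4.62, and 3.47 when the 8 genes at or under 3 counts in both untreated libraries were set to their lower bound. In the gene set test camera with a preset correlation of 0.01, adjusted over 24 lists, the list was higher after treatment (adjusted *p* = 0.00015). This call held under fry (adjusted *p* = 0.00669), and not with an estimated correlation in limma's camera (adjusted *p* = 0.226). Over genes with at least 10 counts in every library, limma's camera gave an adjusted *p* of 0.124 on 3 genes. This cannot decide whether the rise of the list holds, because the filter drops genes with few counts before treatment. A list of tissue-restricted genes passed as well (adjusted *p* of 0.0017 in camera and 0.0299 in fry). These tests do not match genes on expression, so a pass does not set the pEMT list apart from that list. *AKR1C1* (ENSG00000187134, chromosome 10 of hg38, 4963253 to 4983283, plus strand) had 3362 counts in untreated and 20414 in treated BT-16 cells, and 4564 and 32651 counts in CHLA-266 cells. Its log2 fold change was 3.00 (standard error 0.31, adjusted *p* = 0.000259 in edgeR), with the limit that close paralogs of this gene can share its reads. *CD24* (ENSG00000272398, chromosome 6, 106969831 to 106975627, minus strand) rose from 62 to 1199 counts and from 108 to 1944 counts. Its log2 fold change was 4.46 (standard error 0.43, adjusted *p* = 0.00017 in edgeR), and pseudogene copies can share its reads as well. *EIF4EBP1* (ENSG00000187840, chromosome 8, 38030534 to 38060365, plus strand) fell from 6004 to 928 counts in BT-16 and from 4086 to 1011 counts in CHLA-266 (log2 fold change -2.11, standard error 0.20, adjusted *p* = 0.00017 in edgeR). The other 18 genes had fewer than 10 counts in at least 1 library. A filter that kept genes with at least 10 counts in every library therefore left 3 genes of the list, of which 2 were upregulated, and moved the number of upregulated genes more than any other alternative. *CDA* was undetected in both untreated libraries and at least 8.33-fold higher after treatment. With the cell line as a block its adjusted *p* was 0.0856 in edgeR, within a range of 0.00983 to 0.0856 over 10 alternatives.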

Bulk RNAseq confirmed our observations by resulting in DEG between treated and untreated cells (Fig. S5h, Table S5), including an upregulated gene expression of pEMT marker genes (Fig. 4e). Six mesenchymal marker genes (*SNAI2*, *MMP9*, *ZEB2*, *SOX10*, *FN1*, and *ACTA2*) were also upregulated after treatment (Fig. S5i). In addition, the top 15 upregulated genes of AT/RT-MYC primary tumor clusters 2, 4, and 5, containing the potentially therapy-resistant cells, were almost all increased in both cell lines after treatment (Fig. 4f). 

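Each of the 6 genes passed the threshold of an adjusted *p* value under 0.05 in edgeR's quasi-likelihood test and was higher after treatment in both cell lines. *SNAI2* (ENSG00000019549, chromosome 8 of hg38, 48917598 to 48921740, minus strand) had 0 counts in both untreated libraries, 218 in treated BT-16 cells, and 40 in treated CHLA-266 cells, and was at least 46.6-fold higher after treatment (adjusted *p* = 0.00306 in edgeR). The lower bound of *SNAI2* on the log2 scale was 5.54 over both cell lines, 6.44 in BT-16, and 3.98 in CHLA-266, so the limit rests more on treated BT-16 cells. *MMP9* (ENSG00000100985, chromosome 20, 46008908 to 46016561) rose from 7 to 177 counts in BT-16 and from 0 to 35 counts in CHLA-266, with a log2 fold change of 5.11 and a standard error of 1.35. With each library left out in turn, the value of *MMP9* ranged from 3.67 to 9.74, the highest without untreated BT-16 cells. *ZEB2* (ENSG00000169554, chromosome 2, 144364364 to 144521057) rose from 26 to 192 and from 6 to 164 counts (log2 fold change 3.75, standard error 0.75). Its value ranged from 3.10 to 5.02 with each library left out in turn, the highest again without untreated BT-16 cells. *SOX10* (ENSG00000100146, chromosome 22, 37970686 to 37987422) rose from 28 to 159 and from 45 to 130 counts (log2 fold change 2.21, standard error 0.61), and its adjusted *p* of 0.0232 in edgeR was the largest of the 6. *FN1* (ENSG00000115414, chromosome 2, 215360440 to 215436073) and *ACTA2* (ENSG00000107796, chromosome 10, 88935074 to 88991339) were expressed before treatment as well. *FN1* had 486 and 1314 counts in untreated and treated BT-16 cells and 624 and 878 counts in CHLA-266 cells (log2 fold change 1.21, standard error 0.28). *ACTA2* had 886 and 1382 counts in BT-16 and 607 and 1262 counts in CHLA-266 (log2 fold change 1.09, standard error 0.23). In counts per kilobase of exon, *FN1* and *ACTA2* lay above the 95th percentile of gene families that such cells should not use in both treated libraries. The other 4 genes did not in at least 1 treated library. With olfactory receptors, which are among these families, alone as the reference, *SOX10* lay above the 95th percentile in both treated libraries as well. It had 32.9 counts per kilobase in BT-16 and 26.9 in CHLA-266, against 26.3 and 21.2. Of the 17 mesenchymal markers annotated in Fig. S5i, these 6 were upregulated, the other 11 did not pass the threshold in either direction, and 15 had a positive log2 fold change, with a median of 1.21. Adjusted over the list alone, 6 were upregulated. The median log2 ratio of the 17 genes was 1.23 in BT-16 (14 genes higher) and 1.39 in CHLA-266 (15 genes higher), at percentile 86.5 and 95.05 of random lists matched on mean expression. Both values lay within the 95% range of the random lists. With the cell line as a block in edgeR, *ZEB1* (log2 fold change 0.48, adjusted *p* = 0.00807) and *S100A11* (0.50, adjusted *p* = 0.0109) were also upregulated, and *PXN* was downregulated (-0.48, adjusted *p* = 0.0131). Over 11 alternatives, the adjusted *p* ranged from 0.00227 to 0.0741 for *ZEB1*, from 0.00549 to 0.161 for *S100A11*, and from 0.0131 to 0.704 for *PXN*. With 1 library left out, the log2 fold changes of these genes ranged from 0.29 to 0.67, from 0.05 to 0.95, and from -0.82 to -0.13. Those fits had no block, so differences in level between the cell lines entered these ranges. Within BT-16 and CHLA-266, the log2 ratios were 0.47 and 0.49 for *ZEB1*, 0.81 and 0.19 for *S100A11*, and -0.50 and -0.47 for *PXN*. *VIM* (log2 fold change 0.04, adjusted *p* = 0.920 in edgeR) and *CDH2* (-0.34, adjusted *p* = 0.328) showed no difference larger than the spread between libraries, and the sign of each depended on the model or scaling.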

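Of these 15 genes, 12 had a higher normalized count after treatment in both cell lines. *CRIP1* was lower in both, with a log2 ratio of treated to untreated counts of -0.97 in BT-16 (exact Clopper-Pearson 95% interval -1.44 to -0.52) and -1.43 in CHLA-266 (-1.95 to -0.96). *FOSB* and *ZSCAN10* were higher in BT-16 and lower in CHLA-266. *FOSB* had 370 counts in untreated and 681 in treated BT-16 cells, and 408 and 232 counts in CHLA-266 cells. *ZSCAN10* rose from 2 to 140 counts in BT-16 and fell from 75 to 42 counts in CHLA-266, where the upper limit of its log2 ratio was -0.03, and 0.19 when the counts were halved. *C1QB* had 0 counts before treatment and 32 in treated BT-16 cells, while the 4 counts in treated CHLA-266 cells were within the counting error of 0. Over both cell lines together, 8 genes were upregulated and the other 7 passed in neither direction at an adjusted *p* value under 0.05 in edgeR's quasi-likelihood test, and 8 were upregulated when adjusted over the list alone. Apart from *ETS1*, these were *ACSL6*, *EPHB6*, *MPPED2*, *LPL*, *ATF3*, *LAPTM5*, and *C1QA*. The median log2 fold change of the 15 genes was 3.58, and 2.74 with the 6 genes undetected in both untreated libraries at their lower bound. Within the cell lines, the median log2 ratio was 3.55 in BT-16 and 2.31 in CHLA-266. Among random lists matched on mean expression, these stood at percentile 97.6 (95% of lists from 0.52 to 3.52) and 83.2 (0.24 to 3.29), so in CHLA-266 the median was within the range of the random lists. A filter on genes with at least 10 counts in every library moved this median most among the alternatives on the scale of counts, to 1.07 over the 6 genes left. *ATF3* was the most abundant of the upregulated genes, with 915 and 2437 counts in untreated and treated BT-16 cells and 929 and 2624 counts in CHLA-266 cells (log2 fold change 1.71, standard error 0.20, adjusted *p* = 0.000449 in edgeR). It was also the only upregulated gene of the list above the 95th percentile of gene families that such cells should not use, in counts per kilobase of exon, in both treated libraries. With olfactory receptors alone as the reference, whose 95th percentile was 26.3 in BT-16 and 21.2 in CHLA-266, *EPHB6* lay above it as well. It had 44.3 counts per kilobase in treated BT-16 cells and 21.6 in treated CHLA-266 cells. *EPHB6* was at least 64.6-fold higher after treatment and *LPL* at least 25.5-fold higher. The lower bound of *LPL* on the log2 scale was 5.44 in BT-16 and 3.61 in CHLA-266, and that of *MPPED2* was 3.99 and 1.98. These bounds leave out the counting error of the treated libraries. The lower Clopper-Pearson 95% limits in BT-16 and CHLA-266 were 4.14 and 3.23 for *LPL*, 3.63 and 1.41 for *MPPED2*, and 1.83 and 2.73 for *C1QA*. *MPPED2*, at least 9.07-fold higher, and *C1QA*, at least 12.7-fold higher, had adjusted *p* values of 0.0418 and 0.0463 in edgeR. With the cell line as a block these were 0.0773 and 0.109, within ranges over 10 alternatives of 0.00843 to 0.0773 for *MPPED2* and 0.0116 to 0.109 for *C1QA*. The gene set test camera gave the list an adjusted *p* of 0.00362, which was 0.0299 under fry and 0.261 with an estimated correlation. With the filter on 10 counts, camera gave 0.0745. This cannot decide whether the rise of the list holds, because the filter drops genes with few counts before treatment. The tissue-restricted list passed camera and fry too (adjusted *p* of 0.0017 and 0.0299), so a pass does not set the top 15 genes apart from it.

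**Figure D1:**
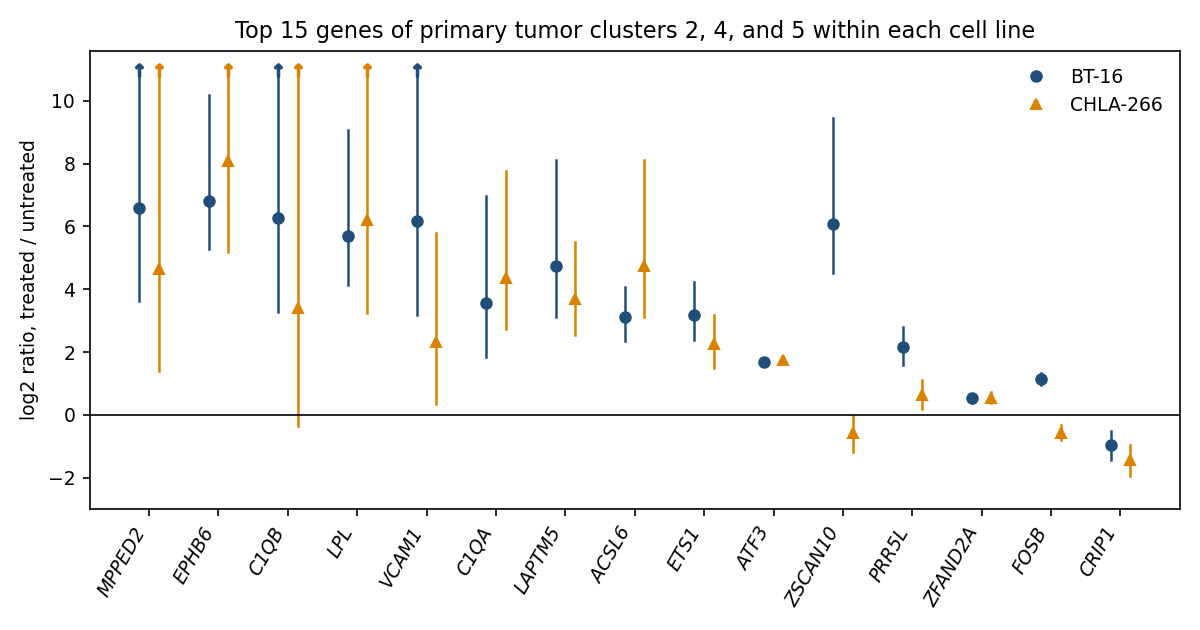
Log2 ratio of treated to untreated TMM-normalized counts (y axis) of the 15 genes (x axis) in BT-16 (circles) and CHLA-266 (triangles), each from 1 library per condition with 0.5 counts added. Lines are 95% Clopper-Pearson intervals for counting error, and an arrow marks an interval that continues past the axis. *CRIP1* lies below 0 in both cell lines, and *FOSB* and *ZSCAN10* lie below 0 in CHLA-266.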

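*ETS1* (ENSG00000134954) encodes a transcription factor of the ETS family and lies on chromosome 11 of hg38 from 128458761 to 128587558 on the minus strand. It had 12 counts in untreated and 95 in treated BT-16 cells, and 16 counts in untreated and 66 in treated CHLA-266 cells. Normalized to library size by TMM, this was 0.174 and 1.64 CPM in BT-16 and 0.260 and 1.27 in CHLA-266. Over both cell lines the log2 fold change was 2.74 (standard error 0.80, adjusted *p* = 0.0289 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 2 libraries per condition). Within BT-16 the log2 ratio was 3.19 (95% Clopper-Pearson interval 2.37 to 4.24), and within CHLA-266 it was 2.26 (1.48 to 3.18). The intervals of both cell lines exclude 0, also when the counts are halved (2.03 to 4.77 and 1.15 to 3.61). With each library left out in turn, the log2 fold change stayed between 2.48 and 3.05. *ETS1* remained past the threshold in all 11 alternatives that gave an adjusted *p* of their own, which ranged from 0.00576 to 0.0404 across edgeR, DESeq2, and limma. The level of *ETS1* after treatment was low. Its counts per kilobase of exon lay at the 76.5th percentile of genes from 5 families that such cells should not use in treated BT-16 cells and at the 81.8th percentile in treated CHLA-266 cells, so its level there was within the range of these families. In untreated cells it lay at the 82.5th percentile in BT-16 and the 88.9th in CHLA-266. Its rank among these families thus did not rise, and its rise is not set apart from theirs.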

As *ETS1*, a gene associated with therapy-resistance and pEMT, was upregulated in potentially therapy-resistant primary tumor cells (Fig. 2j) as well as in therapy-resistant AT/RT-MYC cell lines (Fig. 4i), we investigated whether the ETS1 inhibitor TK216 could potentiate the therapy response. Cell viability of BT-16 cells treated with doxo, eto, vin, and TK216 was significantly lower compared to BT-16 cells treated with doxo, eto, and vin alone at day 56 after treatment (*p* = 0.016, two-sided paired *t*-test). A similar effect was observed in CHLA-266 cells treated with a combination of doxo, eto, vin, and TK216 compared to cells without TK216 (*p* = 0.009, two-sided paired *t*-test; Fig. 4g).

**Fig. 4:**
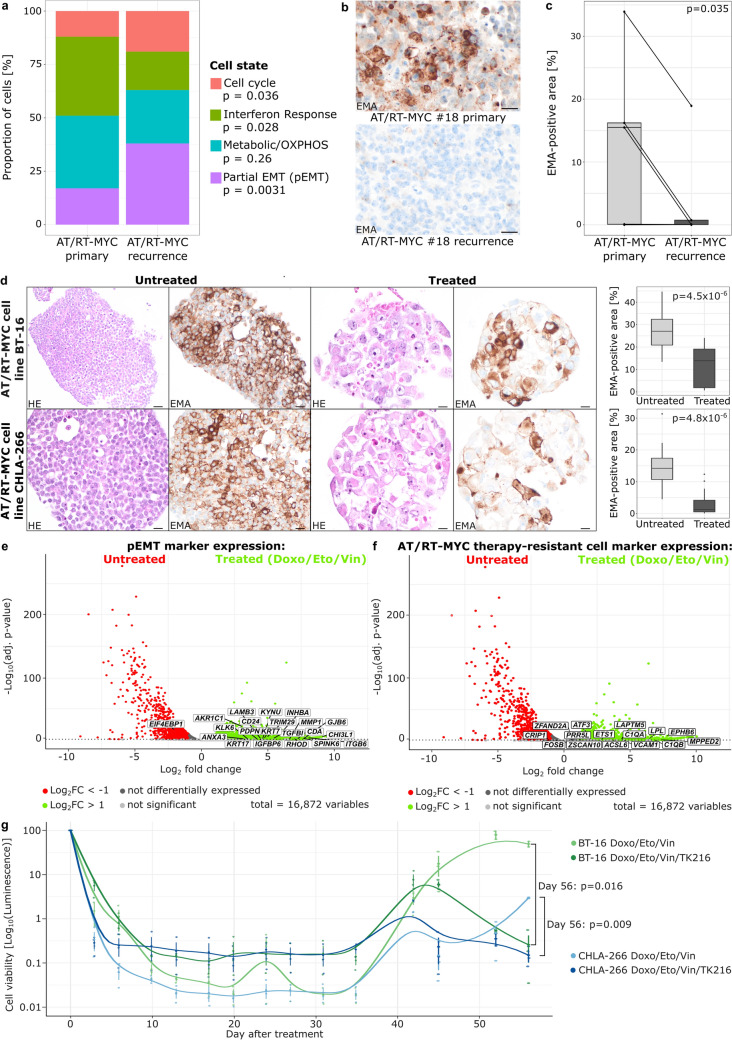
Cancer cell states of AT/RT-MYC tumor cells and in vitro validation using patient-derived AT/RT-MYC cell lines. Distribution of cancer cell states of integrated AT/RT-MYC recurrence tumor cells compared to AT/RT-MYC primary tumor cells, resulting in an increased proportion of cells undergoing pEMT (*p* = 0.0031, two-sided paired *t*-test). *OXPHOS* oxidative phosphorylation, *pEMT* partial epithelial to mesenchymal transition (**a**). IHC staining of the EMA protein, exemplary for AT/RT-MYC case 18 (primary tumor and paired recurrence). Scale bars indicate 20 µm (**b**). Quantification of EMA IHC for five AT/RT-MYC primary-recurrence pairs resulted in decreased EMA-positive area in recurrences for three pairs, two pairs showed similar EMA expression (*p* = 0.035, one-sided paired *t*-test) (**c**). In vitro validation of the distribution of epithelial cells using two AT/RT-MYC cell lines: BT-16 and CHLA-266. H&E and IHC EMA staining was performed before and after treatment with a combination of doxorubicin (doxo), etoposide (eto), and vincristine (vin). Quantification of the EMA staining resulted in decreased EMA-positive area after the treatment BT-16 (*p* = 4.5 × 10^−6^, two-sided paired *t*-test) and CHLA-266 (*p* = 4.8 × 10^−6^, two-sided paired *t*-test) Scale bars indicate 20 µm (**d**). Volcano Plot of bulk RNAseq data showing DEG of BT-16 and CHLA-266 untreated (red) vs. BT-16 and CHLA-266 treated with doxorubicin, etoposide, and vincristine (green) with pEMT marker genes annotated [5]. Most of the pEMT marker genes were upregulated after treatment (**e**). Volcano Plot of bulk RNAseq data showing DEG of BT-16 and CHLA-266 untreated (red) vs. BT-16 and CHLA-266 treated with doxorubicin, etoposide, and vincristine (green) with marker genes of potentially therapy-resistant AT/RT-MYC primary tumor cells (primary tumor cluster 2, 4, and 5) annotated. Most of the marker genes of potentially therapy-resistant cells were upregulated after treatment (**f**). Cell viability assay resulted in decreased therapy resistance for BT-16 (*p* = 0.016, two-sided paired *t*-test) and CHLA-266 (*p* = 0.009, two-sided paired *t*-test) treated with TK216 in addition to doxo, eto, and vin compared to standard therapy (doxo, eto, vin; **g**)

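Within each cell line, 20 of the 21 pEMT marker genes had a higher normalized count after treatment, and *EIF4EBP1* was lower in both. The median log2 ratio of the list was 4.52 in BT-16 and 4.41 in CHLA-266, values that compare 1 library with 1 library and have no replicate check. Among 10000 random lists of the same size matched on mean expression, these medians stood at percentile 99.2 in BT-16 and 99.8 in CHLA-266. The medians of the random lists centred on 2.79 in BT-16 (95% of lists from 1.33 to 4.16) and on 1.97 in CHLA-266 (0.55 to 3.65), so matched genes rose as well. The list's median level was 0.0290 CPM before and 0.787 after treatment. The 8 genes undetected in both untreated libraries (*MMP1*, *GJB6*, *CDA*, *CHI3L1*, *IGFBP6*, *RHOD*, *SPINK6*, and *ITGB6*) had 7 to 60 counts in treated BT-16 cells and 2 to 99 counts in treated CHLA-266 cells. They were between at least 4.18-fold higher (*RHOD*) and at least 30.2-fold higher (*CHI3L1*) after treatment. The lower bound of *RHOD* on the log2 scale was 2.84 in BT-16 and 0.98 in CHLA-266. Its lower Clopper-Pearson 95% limits, which cover counting error, were 2.39 and 0.12. As a reference for low counts, 561 genes with a known exon length were taken from 5 families that such cells should not use, namely olfactory receptors, keratin-associated proteins, taste receptors, beta-defensins, and late cornified envelope genes. Several taste receptor genes were counted before treatment as well. The 95th percentile of these families was 40.5 counts per kilobase of exon in treated BT-16 cells and 31.4 in treated CHLA-266 cells. Of the 8 pEMT marker genes, 0 lay above it in BT-16 and 2 (*CDA* and *SPINK6*) in CHLA-266. Of the 12 upregulated pEMT marker genes, *AKR1C1* and *CD24* lay above it in both treated libraries. The paper states that the bulk RNA sequencing, with its DEG and the higher expression of pEMT marker genes, bears out its observations on the stained cells before and after treatment.

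**Figure D2:**
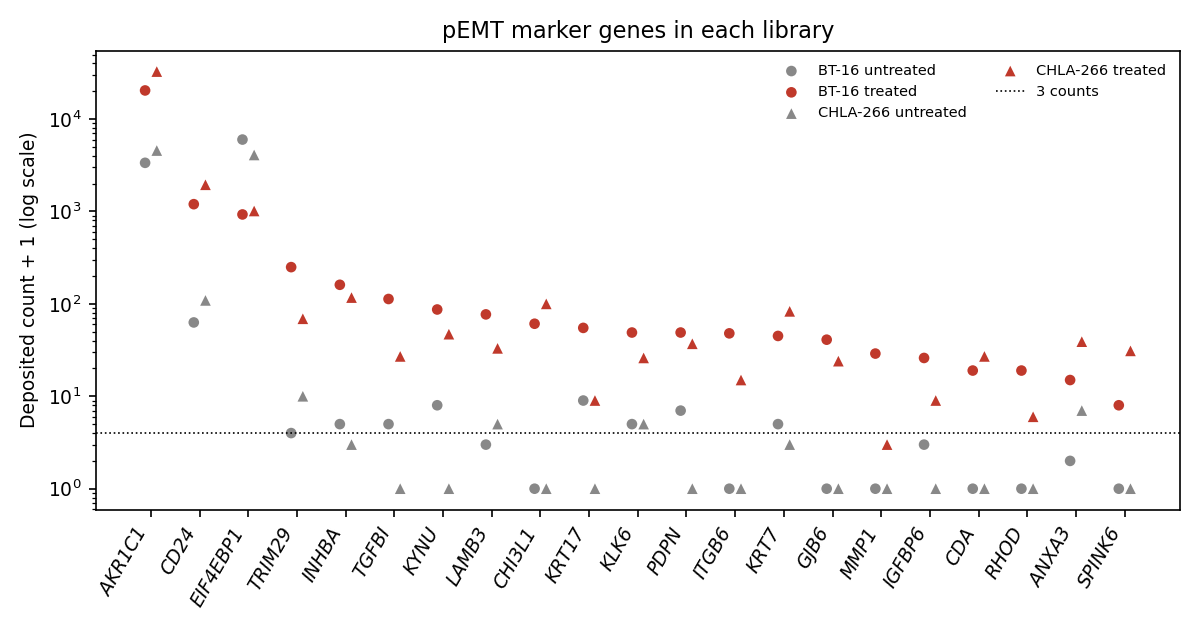
Deposited count plus 1 on a log axis (y axis) of the 21 pEMT marker genes (x axis) in untreated (grey) and treated (red) libraries of BT-16 (circles) and CHLA-266 (triangles), with a dotted line at 3 counts. *AKR1C1*, *CD24*, and *EIF4EBP1* have at least 10 counts in every library, and *EIF4EBP1* is the gene that is lower after treatment.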

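The 15 genes annotated belong to a list of 137 genes of primary tumor clusters 2, 4, and 5 in Table S3, so the values of the longer list are not separate from theirs. The lists were identified in tumor nuclei and not in these libraries. Of these, 129 were in the deposited counts. At an adjusted *p* value under 0.05 in edgeR's quasi-likelihood test, 42 were upregulated and 12 downregulated after treatment, and the same numbers passed when adjusted over the list alone. A positive log2 fold change was found for 97 genes, the median of all 129 was 0.72, and 82 were higher in both cell lines while 29 were lower in both. The 47 genes of cluster 2 had a median log2 fold change of 2.15, with 17 upregulated and 2 downregulated (adjusted *p* = 0.00296 in limma's camera). The 33 genes of cluster 5 had a median of 1.32, with 15 upregulated and 3 downregulated (adjusted *p* = 0.00342 in limma's camera). The 49 genes of cluster 4 had a median of 0.39, with 10 upregulated and 7 downregulated, and did not differ from the other genes in limma's camera (adjusted *p* = 0.293). Against random lists matched on mean expression, the cluster 4 list stood at percentile 99.6 in BT-16 (median log2 ratio 0.27, 95% of lists from -0.42 to 0.15) and 99.8 in CHLA-266 (0.42, from -0.35 to 0.27). Cluster 2 stood at percentile 99.1 and 99.8, cluster 5 at 98.4 and 96.9, and the 129 genes together at 99.9 in both cell lines. Over genes with at least 10 counts in every library, the list of cluster 2 fell to a median of 0.57 over 27 genes and did not pass (adjusted *p* = 0.0523 in limma's camera), that of cluster 5 passed with a median of 1.12 over 19 genes (adjusted *p* = 0.00163), and that of cluster 4 did not pass (adjusted *p* = 0.0926). Since the filter drops genes with few counts before treatment, it does not decide whether the rise of the cluster 2 list holds. In fry, all 3 cluster lists passed the threshold (adjusted *p* of 0.0283, 0.0208, and 0.0208 for clusters 2, 5, and 4). With an estimated correlation in camera, no list of the 3 did (adjusted *p* of 0.261, 0.228, and 0.339).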

### AT/RT-MYC patients with tumors overexpressing genes identified in potentially therapy-resistant cells showed worse survival

Next, we investigated the clinical impact of our findings. To this end, we collected a cohort of bulk RNAseq data of 25 AT/RT-MYC primary tumors (Table S6). We separated the cohort into one group expressing a high number of genes identified in a subset of primary tumor cells (primary tumor clusters 2, 4, and 5) as well as in recurrences and another group expressing a low number of these genes. Age and sex distributions were equal in these two groups, and no differences between the resection and metastases status as well as the applied therapy protocols were observed (Table S6). Patients with tumors highly expressing the recurrence-associated gene signature showed inferior OS (*p* = 0.039, two-sided Log-Rank test, Fig. 5a, b). In addition, multivariate analysis resulted in significant inferior OS for AT/RT-MYC patients whose tumors exhibited high expression of therapy resistance-associated genes compared to those with low expression (hazard ratio = 8.91, *p* = 0.01). This was similar for the PFS (hazard ratio = 26.2, *p* = 0.02). Moreover, younger age was also correlated with inferior survival (OS: Hazard ratio 0.81, *p* = 0.02; PFS: Hazard ratio 0.77, *p* = 0.03; Fig. 5a, b). With each 1-year increase in age, the risk of death decreases by 19% and the risk of progression decreases by 23%. Furthermore, we compared the gene expression profiles of long vs. short survivors by using the same cohort of bulk RNAseq data. Upregulated pathways in relapsing AT/RT-MYC tumor cells (primary tumor clusters 2, 4, and 5) and recurrences (Fig. 5c) were compared to upregulated pathways in short survivors (Fig. 5d). The top 15 pathways were visualized, resulting in five out of 15 overlapping pathways (highlighted in red). These were cytokine signaling, including signaling by interleukins, developmental biology, and hemostasis, including platelet activation, signaling, and aggregation. In addition, the pathways collagen chain trimerization and collagen biosynthesis and modifying enzymes are characterized by similar gene sets and functions as the *Reactome* pathway ECM organization. In summary, increased cytokine signaling, developmental processes, hemostasis, and ECM organization were not only associated with primary AT/RT-MYC tumor cells being highly similar to recurrences and potentially therapy-resistant but also correlated with poor survival in AT/RT-MYC patients. In addition, the top five upregulated genes in therapy-resistant cells, *ETS1*, *LAPTM5*, *LPL*, *CRIP1*, and *C1QB,* were investigated. For *LPL*, *CRIP1*, and *C1QB*, no significant survival differences were observed, but high *ETS1* expression was correlated to inferior progression-free survival (PFS) and OS of AT/RT-MYC patients (*p* = 0.00054; *p* = 0.00058; Fig. S6a, S6b). High expression of *LAPTM5* was correlated to inferior PFS of AT/RT-MYC patients (*p* = 0.0049; Fig. S6c, S6d).

**Fig. 5:**
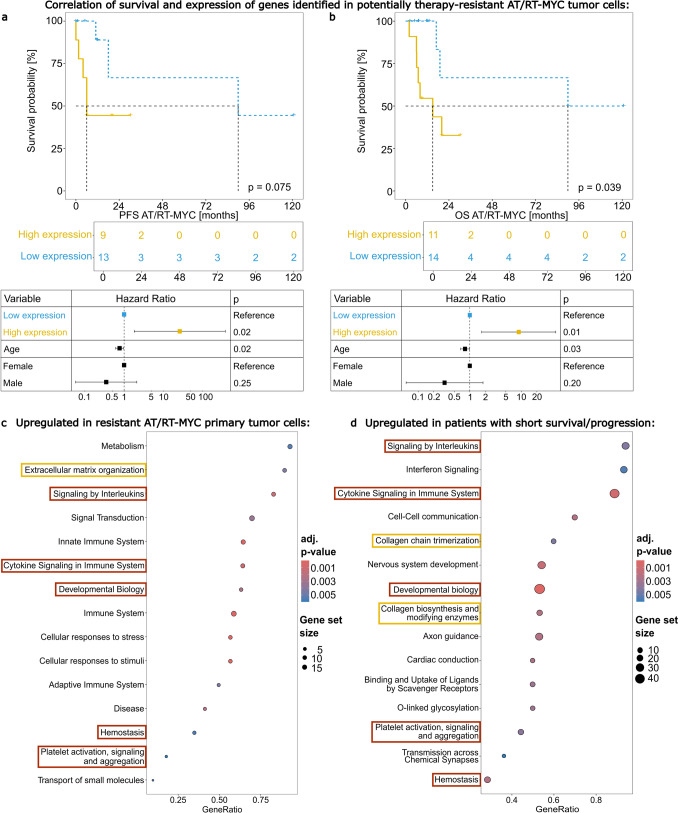
Survival analysis of AT/RT-MYC patients in correlation with the expression of genes identified in potentially therapy-resistant primary tumor cells. PFS of a cohort of AT/RT-MYC patients separated into two groups using the best cutoff. There was no difference in the PFS of patients with an overexpression of a high number of genes identified in potentially therapy-resistant AT/RT-MYC primary tumor cells (primary tumor clusters 2, 4, and 5; *n* = 9) compared to the patients with a low number of these genes (*n* = 13, *p* = 0.075, two-sided Log-Rank test). Multivariate analysis resulted in significant inferior PFS of patients with overexpression of a high number of such genes (hazard ratio = 26.2, *p* = 0.02, two-sided Log-Rank test). Younger age was correlated with inferior PFS (hazard ratio = 0.77, *p* = 0.02, two-sided Log-Rank test) (**a**). OS of a cohort of AT/RT-MYC patients separated into two groups using the best cutoff. Patients with an overexpression of a high number of genes identified in potentially therapy-resistant AT/RT-MYC primary tumor cells (primary tumor clusters 2, 4, and 5; *n* = 11) had a significantly worse OS compared to the patients with a low number of these genes (*n* = 14, *p* = 0.039, two-sided Log-Rank test). Multivariate analysis resulted in significant inferior OS of patients with overexpression of a high number of such genes (hazard ratio = 8.91, *p* = 0.01, two-sided Log-Rank test). Younger age was correlated with inferior OS (HR 0.81, *p* = 0.03, two-sided Log-Rank test) (**b**). Dot plot of the top 15 *Reactome* pathways upregulated in potentially therapy-resistant AT/RT-MYC primary tumor cells (primary tumor clusters 2, 4, and 5). The size of the dots indicated the gene set size, and the dots were colored according to their adjusted *p *value. The pathways marked in red were overlapping pathways with d. The pathways marked in orange had similar functions to pathways in d (**c**). Dot plot of the top 15 *Reactome* pathways upregulated in AT/RT-MYC patients with short survival and/or disease progression (according to **c** and **d**). The size of the dots indicated the gene set size, and the dots were colored according to their adjusted *p*-value. The pathways marked in red were overlapping pathways with **c**. The pathways marked in orange had similar functions to pathways in **c** (**d**)

## Discussion

Previously, we have identified molecular differences of paired primary and recurrent AT/RT on DNA methylation, bulk gene expression, and histologic level [29]. However, for the identification of exact molecular mechanisms and novel therapeutic targets, more detailed analyses were required. Our snRNAseq analysis confirmed the existence of molecular differences between primary and recurrent AT/RT, not only in the tumor cells, but also in the TME. Additionally, potentially therapy-resistant cells and promising therapeutic targets were identified, shedding light on mechanisms of tumor progression and recurrence.

snRNAseq data were separated into tumor cells and TME based on TME marker genes and CNVs. To decipher compositional changes in TME cell populations, we performed differential abundance testing. The cells enriched in AT/RT recurrences were identified as DCs differentiated similarly to Langerhans cells (LHCs) [35]—a previously undescribed feature in TME landscapes of CNS tumors. The highest proportion of respective cells was found in the recurrence of case 17, which matched the CD1A and CD207 IHC quantification results. Cell–cell communication inference revealed that *TGF-β1*- and *TGF-β2*-induced signaling might activate these *CD1A*^+^ *CD207*^+^ DCs in AT/RT recurrences, a finding consistent with previous studies on LHCs, which was also demonstrated by in vitro purification of such cells from different progenitors via *TGF-β* [62]. In addition, patients with *CD1A*^+^ *CD207*^+^ DC enrichment in AT/RT recurrences had a shorter OS, which was independent of the subtype distribution between the two groups. However, for consideration as a therapeutic target, more samples for snRNAseq analyses must be collected to validate our findings.

To further identify resistance mechanisms, AT/RT-MYC primary tumor cells with high similarity to recurrences were identified over all AT/RT-MYC samples. We hypothesize that these cells persist following therapy and develop to recurrences. In general, it is assumed that tumor recurrences arise from dormant tumor cells, characterized by drug resistance and immune escape [11]. Due to the high similarity to AT/RT-MYC recurrences, we assumed that primary tumor clusters 2, 4, and 5 contain such therapy-resistant cells. They were characterized by an altered ECM organization, among other features. The ECM is generally known to support tumor progression in different tumor entities, by acting as a biomechanical barrier and by protecting the tumor from anticancer agents [61]. In addition, different therapies induce ECM remodeling, leading to the occurrence of therapy-resistant cells. These findings make the ECM a promising target for novel therapies [61]. Furthermore, we observed increased cytokine signaling, which is also associated with tumor progression in different entities [63]. On the one hand, cytokines can induce EMT and the development to dormant tumor cells [63]. Both EMT and dormant tumor cells play an important role in therapy resistance and tumor progression. On the other hand, cytokine signaling is involved in the ECM remodeling through cancer-associated fibroblast activation [63]. Furthermore, imbalanced hemostasis was associated with tumor progression, especially due to increased platelet aggregation [15], whereas altered developmental processes correlate with EMT by regulating the fate of embryonic and malignant cells. Additionally, it is associated with tumor progression and recurrence in diverse entities [57]. Altered ECM organization increased cytokine signaling, and altered developmental processes were also characteristics of AT/RT-MYC recurrences compared to primary tumors, which confirms the similarity of the identified potentially therapy-resistant cells to AT/RT-MYC recurrences.

Another confirmation of our hypothesis was that potentially therapy resistance-associated genes were less expressed in AT/RT-MYC tumors that did not relapse. Three AT/RT-MYC patients, who did not show any indications of tumor progression, demonstrated a significantly lower expression of respective genes. This confirmed that overexpression of the identified genes drives AT/RT-MYC tumor progression and development of recurrences.

To better understand transcriptional heterogeneity as a driver of tumor progression, recurrence, and failure of existing therapies [3], we assigned each AT/RT-MYC tumor cell to a cancer cell state using NMF analysis, which revealed increased pEMT in AT/RT-MYC recurrences. The cancer cell state allocation was confirmed by using a pan-cancer cell state atlas [5], which also resulted in increased pEMT in recurrences. PEMT refers to the transition phase from epithelial to mesenchymal cells, whereas a complete EMT (cEMT) was defined by a complete transition to mesenchymal cells, and therefore, the expression of mesenchymal marker genes [5]. PEMT is a hybrid state with tumor cells expressing both specific epithelial and mesenchymal marker genes [48]. As described above, pEMT is associated with tumor progression and recurrence in many ways. Therefore, we investigated epithelial genes using IHC. Treated AT/RT-MYC cell lines were not only showing a decreased expression of the epithelial marker EMA, they were also characterized by an altered morphology with lose cell–cell contacts [47]. Bulk RNAseq confirmed our observations. Not only pEMT marker genes were upregulated in the cells after treatment, in addition, the top upregulated genes in therapy-resistant tumor cells (identified by snRNAseq analysis) were overexpressed. Previously, expression of both epithelial markers (EMA) and mesenchymal markers [vimentin and smooth muscle actin (SMA)] was detected in nearly all investigated AT/RT cases [46, 47] and co-expression of both marker types was observed in subsets of cells [9]. Our findings suggest that these are not only characteristic histopathological features but also indicate that pEMT plays a general role in AT/RT, given the frequent co-existence of epithelial and mesenchymal characteristics. This co-existence, which has been associated with pEMT [48], may contribute to the aggressiveness and therapy resistance of AT/RT. As mesenchymal areas were enriched in AT/RT-MYC [66], we hypothesize that pEMT plays a particularly important role in this subtype, which has previously been associated with an unfavorable prognosis (non-TYR subtype) [17]. To investigate whether inhibition of pEMT improves therapeutic response by reducing therapy resistance, we analyzed the effect of the ETS1 inhibitor TK216, as *ETS1* was overexpressed in potentially therapy-resistant AT/RT-MYC primary tumor cells as well as in therapy-resistant AT/RT-MYC cell lines. *ETS1* has previously been characterized as a negative prognostic marker in carcinomas, including squamous cell carcinomas, and may play a crucial role in invasiveness, EMT, ECM, and therapy resistance [49, 50], consistent with our observations in AT/RT-MYC. Inhibition of *ETS1* has been shown to enhance sensitivity to anti-tumor drugs in squamous cell carcinoma cells [49]. Similar effects have been reported for the small molecule inhibitors YK-4-279 and its clinically improved derivative TK216 in Ewing sarcoma [42], pediatric leukemia [51], and lymphoma [53]. TK216 is currently being tested in a phase 2 clinical trial for relapsed or refractory Ewing sarcoma (NCT05046314). In our study, the combination of standard chemotherapy (doxo, eto, and vin) with TK216 resulted in significantly reduced regrowth. In conclusion, inhibition of pEMT via ETS1 targeting decreased therapy resistance in AT/RT-MYC cell lines.

Finally, we observed a correlation between overexpression of the genes identified in potentially therapy-resistant cells and the OS of AT/RT-MYC patients. These survival differences were independent of age, although age has been shown to have an impact on survival. However, the median age of the group with inferior survival (6.3 years) was higher than that of the group with better survival (2.9 years). This confirmed our hypothesis that the occurrence of therapy-resistant cells is associated with tumor progression and recurrence, and therefore, with an inferior prognosis. We further investigated the top five upregulated genes in therapy-resistant cells. High *ETS1* and *LAPTM5* expression was correlated to inferior survival of AT/RT-MYC patients. As described above, *ETS1* is involved in therapy resistance and EMT. In addition, *ETS1* expression is regulated by *TGF-β* [49] which we previously identified in the context of *CD1A*^+^ *CD207*^+^ DC activation, and therefore, *TGF-β* seems to play a role in both tumor cells and TME alterations regarding tumor progression and recurrence. The lysosomal transmembrane protein 5 (*LAPTM5*) was previously found to be increased in the context of tumor progression in different entities [54] and could be another target for AT/RT-MYC therapy. *LAPTM5* was recently found to be associated with shorter OS in glioblastomas, there facilitating chemotherapy resistance in glioblastomas [6].

Overall, we identified promising molecular characteristics of therapy resistance in AT/RT, including increased ECM remodeling and pEMT, which should be considered as targets for novel therapeutic approaches.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

## Data Availability

All generated data of this study are deposited at NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo). The snRNAseq data of paired primary and recurrent AT/RT are accessible through GEO Series accession number GSE298139. Bulk RNAseq data of AT/RT-MYC primary tumors were obtained from previous studies [28, 30] or were generated for this study. These data are accessible through GEO Series accession number GSE298140. Bulk RNAseq data of the untreated and treated AT/RT-MYC cell lines are accessible via GSE298141.

## References

[1] Aibar S, González-Blas CB, Moerman T, Huynh-Thu VA, Imrichova H, Hulselmans G et al (2017) SCENIC: single-cell regulatory network inference and clustering. Nat Methods 14:1083–1086. 10.1038/nmeth.446328991892 10.1038/nmeth.4463PMC5937676

[2] Aleksander SA, Balhoff J, Carbon S, Cherry JM, Drabkin HJ, Ebert D et al (2023) The Gene Ontology knowledgebase in 2023. Genetics. 10.1093/genetics/iyad03136866529 10.1093/genetics/iyad031PMC10158837

[3] Alizadeh AA, Aranda V, Bardelli A, Blanpain C, Bock C, Borowski C et al (2015) Toward understanding and exploiting tumor heterogeneity. Nat Med 21:846–853. 10.1038/nm.391526248267 10.1038/nm.3915PMC4785013

[4] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM et al (2000) Gene Ontology: tool for the unification of biology. Nat Genet 25:25–29. 10.1038/7555610802651 10.1038/75556PMC3037419

[5] Barkley D, Moncada R, Pour M, Liberman DA, Dryg I, Werba G et al (2022) Cancer cell states recur across tumor types and form specific interactions with the tumor microenvironment. Nat Genet 54:1192–1201. 10.1038/s41588-022-01141-935931863 10.1038/s41588-022-01141-9PMC9886402

[6] Berberich A, Bartels F, Tang Z, Knoll M, Pusch S, Hucke N et al (2020) LAPTM5-CD40 crosstalk in glioblastoma invasion and temozolomide resistance. Front Oncol 10:747. 10.3389/fonc.2020.0074732582531 10.3389/fonc.2020.00747PMC7289993

[7] Biegel JA, Zhou JY, Rorke LB, Stenstrom C, Wainwright LM, Fogelgren B (1999) Germ-line and acquired mutations of INI1 in atypical teratoid and rhabdoid tumors. Cancer Res 59:74–799892189

[8] Blighe K, Rana S, Lewis M (2025) EnhancedVolcano: publication-ready volcano plots with enhanced colouring and labeling. The Comprehensive R Archive Network

[9] Bouffard J-P, Sandberg GD, Golden JA, Rorke LB (2004) Double immunolabeling of central nervous system atypical teratoid/rhabdoid tumors. Mod Pathol 17:679–683. 10.1038/modpathol.380009915105808 10.1038/modpathol.3800099

[10] Browaeys R, Saelens W, Saeys Y (2020) NicheNet: modeling intercellular communication by linking ligands to target genes. Nat Methods 17:159–162. 10.1038/s41592-019-0667-531819264 10.1038/s41592-019-0667-5

[11] Damen MPF, van Rheenen J, Scheele CLGJ (2021) Targeting dormant tumor cells to prevent cancer recurrence. FEBS J 288:6286–6303. 10.1111/febs.1562633190412 10.1111/febs.15626

[12] Dann E, Henderson NC, Teichmann SA, Morgan MD, Marioni JC (2022) Differential abundance testing on single-cell data using k-nearest neighbor graphs. Nat Biotechnol 40:245–253. 10.1038/s41587-021-01033-z34594043 10.1038/s41587-021-01033-zPMC7617075

[13] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S et al (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics 29:15–21. 10.1093/bioinformatics/bts63523104886 10.1093/bioinformatics/bts635PMC3530905

[14] Durinck S, Spellman PT, Birney E, Huber W (2009) Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat Protoc 4:1184–1191. 10.1038/nprot.2009.9719617889 10.1038/nprot.2009.97PMC3159387

[15] Falanga A, Marchetti M (2018) Hemostatic biomarkers in cancer progression. Thromb Res 164:S54–S61. 10.1016/j.thromres.2018.01.01729703485 10.1016/j.thromres.2018.01.017

[16] Franzén O, Gan L-M, Björkegren JLM (2019) PanglaoDB: a web server for exploration of mouse and human single-cell RNA sequencing data. Database. 10.1093/database/baz04630951143 10.1093/database/baz046PMC6450036

[17] Frühwald MC, Hasselblatt M, Nemes K, Bens S, Steinbügl M, Johann PD et al (2020) Age and DNA methylation subgroup as potential independent risk factors for treatment stratification in children with atypical teratoid/rhabdoid tumors. Neuro Oncol 22:1006–1017. 10.1093/neuonc/noz24431883020 10.1093/neuonc/noz244PMC7339901

[18] Gastberger K, Fincke VE, Mucha M, Siebert R, Hasselblatt M, Frühwald MC (2023) Current molecular and clinical landscape of ATRT—the link to future therapies. Cancer Manag Res 15:1369–1393. 10.2147/CMAR.S37945138089834 10.2147/CMAR.S379451PMC10712249

[19] Gaujoux R, Seoighe C (2010) A flexible R package for nonnegative matrix factorization. BMC Bioinform 11:367. 10.1186/1471-2105-11-36710.1186/1471-2105-11-367PMC291288720598126

[20] Ge SX, Jung D, Yao R (2020) ShinyGO: a graphical gene-set enrichment tool for animals and plants. Bioinformatics 36:2628–2629. 10.1093/bioinformatics/btz93131882993 10.1093/bioinformatics/btz931PMC7178415

[21] Hao Y, Hao S, Andersen-Nissen E, Mauck WM, Zheng S, Butler A et al (2021) Integrated analysis of multimodal single-cell data. Cell 184:3573–3587.e29. 10.1016/j.cell.2021.04.04834062119 10.1016/j.cell.2021.04.048PMC8238499

[22] Hao Y, Stuart T, Kowalski MH, Choudhary S, Hoffman P, Hartman A et al (2024) Dictionary learning for integrative, multimodal and scalable single-cell analysis. Nat Biotechnol 42:293–304. 10.1038/s41587-023-01767-y37231261 10.1038/s41587-023-01767-yPMC10928517

[23] Hasselblatt M, Nagel I, Oyen F, Bartelheim K, Russell RB, Schüller U et al (2014) *SMARCA4*-mutated atypical teratoid/rhabdoid tumors are associated with inherited germline alterations and poor prognosis. Acta Neuropathol 128:453–456. 10.1007/s00401-014-1323-x25060813 10.1007/s00401-014-1323-x

[24] Heumos L, Schaar AC, Lance C, Litinetskaya A, Drost F, Zappia L et al (2023) Best practices for single-cell analysis across modalities. Nat Rev Genet 24:550–572. 10.1038/s41576-023-00586-w37002403 10.1038/s41576-023-00586-wPMC10066026

[25] Holdhof D, Johann PD, Spohn M, Bockmayr M, Safaei S, Joshi P et al (2020) Atypical teratoid/rhabdoid tumors (ATRTs) with *SMARCA4* mutation are molecularly distinct from *SMARCB1*-deficient cases. Acta Neuropathol 141:291–301. 10.1007/s00401-020-02250-733331994 10.1007/s00401-020-02250-7PMC7847432

[26] Hothorn T (2025) maxstat: Maximally Selected Rank Statistics. The Comprehensive R Archive Network

[27] Jiang H, Lei R, Ding S-W, Zhu S (2014) Skewer: a fast and accurate adapter trimmer for next-generation sequencing paired-end reads. BMC Bioinform 15:182. 10.1186/1471-2105-15-18210.1186/1471-2105-15-182PMC407438524925680

[28] Johann PD, Erkek S, Zapatka M, Kerl K, Buchhalter I, Hovestadt V et al (2016) Atypical teratoid/rhabdoid tumors are comprised of three epigenetic subgroups with distinct enhancer landscapes. Cancer Cell 29:379–393. 10.1016/j.ccell.2016.02.00126923874 10.1016/j.ccell.2016.02.001

[29] Johann PD, Altendorf L, Efremova EM, Holsten T, Steinbügl M, Nemes K et al (2023) Recurrent atypical teratoid/rhabdoid tumors (AT/RT) reveal discrete features of progression on histology, epigenetics, copy number profiling, and transcriptomics. Acta Neuropathol 146:527–541. 10.1007/s00401-023-02608-737450044 10.1007/s00401-023-02608-7PMC10412492

[30] Kaplan EL, Meier P (1958) Nonparametric estimation from incomplete observations. J Am Stat Assoc 53:457–481

[31] Kennedy N (2020) forestmodel: Forest Plots from Regression Models. The Comprehensive R Archive Network

[32] Kolberg L, Raudvere U, Kuzmin I, Adler P, Vilo J, Peterson H (2023) g:Profiler—interoperable web service for functional enrichment analysis and gene identifier mapping (2023 update). Nucleic Acids Res 51:W207–W212. 10.1093/nar/gkad34737144459 10.1093/nar/gkad347PMC10320099

[33] Kolde R (2025) pheatmap: Pretty Heatmaps. The Comprehensive R Archive Network

[34] Korsunsky I, Millard N, Fan J, Slowikowski K, Zhang F, Wei K et al (2019) Fast, sensitive and accurate integration of single-cell data with Harmony. Nat Methods 16:1289–1296. 10.1038/s41592-019-0619-031740819 10.1038/s41592-019-0619-0PMC6884693

[35] Liu X, Zhu R, Luo Y, Wang S, Zhao Y, Qiu Z et al (2021) Distinct human Langerhans cell subsets orchestrate reciprocal functions and require different developmental regulation. Immunity 54:2305–2320.e11. 10.1016/j.immuni.2021.08.01234508661 10.1016/j.immuni.2021.08.012

[36] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:1–21. 10.1186/s13059-014-0550-810.1186/s13059-014-0550-8PMC430204925516281

[37] Monti S, Tamayo P, Mesirov J, Golub T (2003) Consensus clustering: a resampling-based method for class discovery and visualization of gene expression microarray data. Mach Learn 52:91–118. 10.1023/A:1023949509487

[38] Mulder K, Patel AA, Kong WT, Piot C, Halitzki E, Dunsmore G et al (2021) Cross-tissue single-cell landscape of human monocytes and macrophages in health and disease. Immunity 54:1883–1900.e5. 10.1016/j.immuni.2021.07.00734331874 10.1016/j.immuni.2021.07.007

[39] Neftel C, Laffy J, Filbin MG, Hara T, Shore ME, Rahme GJ et al (2019) An integrative model of cellular states, plasticity, and genetics for glioblastoma. Cell 178:835–849.e21. 10.1016/j.cell.2019.06.02431327527 10.1016/j.cell.2019.06.024PMC6703186

[40] Newman AM, Liu CL, Green MR, Gentles AJ, Feng W, Xu Y et al (2015) Robust enumeration of cell subsets from tissue expression profiles. Nat Methods 12:453–457. 10.1038/nmeth.333725822800 10.1038/nmeth.3337PMC4739640

[41] Pombo Antunes AR, Scheyltjens I, Lodi F, Messiaen J, Antoranz A, Duerinck J et al (2021) Single-cell profiling of myeloid cells in glioblastoma across species and disease stage reveals macrophage competition and specialization. Nat Neurosci 24:595–610. 10.1038/s41593-020-00789-y33782623 10.1038/s41593-020-00789-y

[42] Povedano JM, Li V, Lake KE, Bai X, Rallabandi R, Kim J et al (2022) TK216 targets microtubules in Ewing sarcoma cells. Cell Chem Biol 29:1325–1332.e4. 10.1016/j.chembiol.2022.06.00235803262 10.1016/j.chembiol.2022.06.002PMC9394687

[43] R Core Team (2013) R: a language and environment for statistical computing. R Foundation for Statistical Computing. The Comprehensive R Archive Network

[44] Reimand J, Kull M, Peterson H, Hansen J, Vilo J (2007) g:Profiler—a web-based toolset for functional profiling of gene lists from large-scale experiments. Nucleic Acids Res 35:W193–W200. 10.1093/nar/gkm22617478515 10.1093/nar/gkm226PMC1933153

[45] Rorke LB, Packer R, Biegel J (1995) Central nervous system atypical teratoid/rhabdoid tumors of infancy and childhood. J Neurooncol 24:21–28. 10.1007/BF010526538523069 10.1007/BF01052653

[46] Rorke LB, Packer RJ, Biegel JA (1996) Central nervous system atypical teratoid/rhabdoid tumors of infancy and childhood: definition of an entity. J Neurosurg 85:56–65. 10.3171/jns.1996.85.1.00568683283 10.3171/jns.1996.85.1.0056

[47] Sacco JL, Gomez EW (2024) Epithelial–mesenchymal plasticity and epigenetic heterogeneity in cancer. Cancers (Basel). 10.3390/cancers1619328939409910 10.3390/cancers16193289PMC11475326

[48] Saitoh M (2018) Involvement of partial EMT in cancer progression. J Biochem 164:257–264. 10.1093/jb/mvy04729726955 10.1093/jb/mvy047

[49] Sakamoto K, Endo K, Sakamoto K, Kayamori K, Ehata S, Ichikawa J et al (2021) EHF suppresses cancer progression by inhibiting ETS1-mediated ZEB expression. Oncogenesis. 10.1038/s41389-021-00313-233712555 10.1038/s41389-021-00313-2PMC7955083

[50] Schneppenheim R, Frühwald MC, Gesk S, Hasselblatt M, Jeibmann A, Kordes U et al (2010) Germline nonsense mutation and somatic inactivation of SMARCA4/BRG1 in a family with rhabdoid tumor predisposition syndrome. Am J Hum Genet 86:279–284. 10.1016/j.ajhg.2010.01.01320137775 10.1016/j.ajhg.2010.01.013PMC2820190

[51] Sharma R, Zhang C, Narendran A (2023) The small-molecule E26-transformation-specific inhibitor TK216 attenuates the oncogenic properties of pediatric leukemia. Genes (Basel) 14:1916. 10.3390/genes1410191637895265 10.3390/genes14101916PMC10606408

[52] Sjoberg D, Baillie M, Fruechtenicht C, Haesendonckx S, Treis T (2025) ggsurvfit: Flexible Time-to-Event Figures. The Comprehensive R Archive Network

[53] Spriano F, Chung EYL, Gaudio E, Tarantelli C, Cascione L, Napoli S et al (2019) The ETS inhibitors YK-4-279 and TK-216 are novel antilymphoma agents. Clin Cancer Res 25:5167–5176. 10.1158/1078-0432.CCR-18-271831182435 10.1158/1078-0432.CCR-18-2718

[54] Sun PP, Liao SX, Sang P, Liu MM, Yang JB (2024) Lysosomal transmembrane protein 5: impact on immune cell function and implications for immune-related deficiencies. Heliyon. 10.1016/j.heliyon.2024.e3670539281638 10.1016/j.heliyon.2024.e36705PMC11401081

[55] Therneau TM, Lumley T, Atkinson E, Crowson C (2024) A package for survival analysis in R. Comprehensive R Archive Network

[56] Tickle T, Tirosh I, Georgescu C, Brown M, Haas B (2019) inferCNV of the Trinity CTAT Project. Klarman Cell Observatory

[57] Van Lent J, Baggiolini A (2024) Harmony in chaos: understanding cancer through the lenses of developmental biology. Mol Oncol 18:793–796. 10.1002/1878-0261.1359438282579 10.1002/1878-0261.13594PMC10994237

[58] Wickham H (2016) ggplot2: elegant graphics for data analysis. Springer Nature

[59] Wilkerson MD, Hayes DN (2010) ConsensusClusterPlus: a class discovery tool with confidence assessments and item tracking. Bioinformatics 26:1572–1573. 10.1093/bioinformatics/btq17020427518 10.1093/bioinformatics/btq170PMC2881355

[60] Wilson BG, Roberts CWM (2011) SWI/SNF nucleosome remodellers and cancer. Nat Rev Cancer 11:481–492. 10.1038/nrc306821654818 10.1038/nrc3068

[61] Winkler J, Abisoye-Ogunniyan A, Metcalf KJ, Werb Z (2020) Concepts of extracellular matrix remodelling in tumour progression and metastasis. Nat Commun. 10.1038/s41467-020-18794-x33037194 10.1038/s41467-020-18794-xPMC7547708

[62] Yasmin N, Konradi S, Eisenwort G, Schichl YM, Seyerl M, Bauer T et al (2013) β-catenin promotes the differentiation of epidermal Langerhans dendritic cells. J Investig Dermatol 133:1250–1259. 10.1038/jid.2012.48123303458 10.1038/jid.2012.481

[63] Yi M, Li T, Niu M, Zhang H, Wu Y, Wu K et al (2024) Targeting cytokine and chemokine signaling pathways for cancer therapy. Signal Transduct Target Ther. 10.1038/s41392-024-01868-339034318 10.1038/s41392-024-01868-3PMC11275440

[64] Yu G, Gao C-H (2025) enrichplot: Visualization of Functional Enrichment Result. The Comprehensive R Archive Network

[65] Yu G, He QY (2016) ReactomePA: an R/Bioconductor package for reactome pathway analysis and visualization. Mol Biosyst 12:477–479. 10.1039/c5mb00663e26661513 10.1039/c5mb00663e

[66] Zin F, Cotter JA, Haberler C, Dottermusch M, Neumann J, Schüller U et al (2021) Histopathological patterns in atypical teratoid/rhabdoid tumors are related to molecular subgroup. Brain Pathol. 10.1111/bpa.1296733938067 10.1111/bpa.12967PMC8412123

# Supplementary material for: Molecular changes during AT/RT progression associated with epithelial–mesenchymal transition and extracellular matrix changes
**Source:** Acta Neuropathol. 2026 Jul 1;152(1):1. doi: 10.1007/s00401-026-03050-1
**Supplement:** Supplementary file 1 — Supplementary file1

## Title

Molecular changes during AT/RT progression associated with epithelial-mesenchymal transition and extracellular matrix changes

## Journal

Acta Neuropathologica

## Authors

Lea Altendorf<sup>1,2</sup>, Anton Althammer<sup>1,2,3</sup>, Rajanya Roy<sup>4</sup>, Karoline Hack<sup>1,2</sup>, Flavia W. de Faria<sup>4</sup>, Arend Koch<sup>5</sup>, Vanessa Thaden<sup>1,2</sup>, Melanie Schoof<sup>1,2</sup>, Martin U. Schuhmann<sup>6</sup>, Peter Hauser<sup>7</sup>, Pascal D. Johann<sup>8,9,10</sup>, Martin Hasselblatt<sup>11</sup>, Michael C. Frühwald<sup>8</sup>, Kornelius Kerl<sup>4</sup>, and Ulrich Schüller<sup>\*1,2,12</sup>

<sup>8</sup>Paediatric and Adolescent Medicine, Swabian Children's Cancer Center Augsburg, EU-RHAB trial center, 86156 Augsburg, Germany

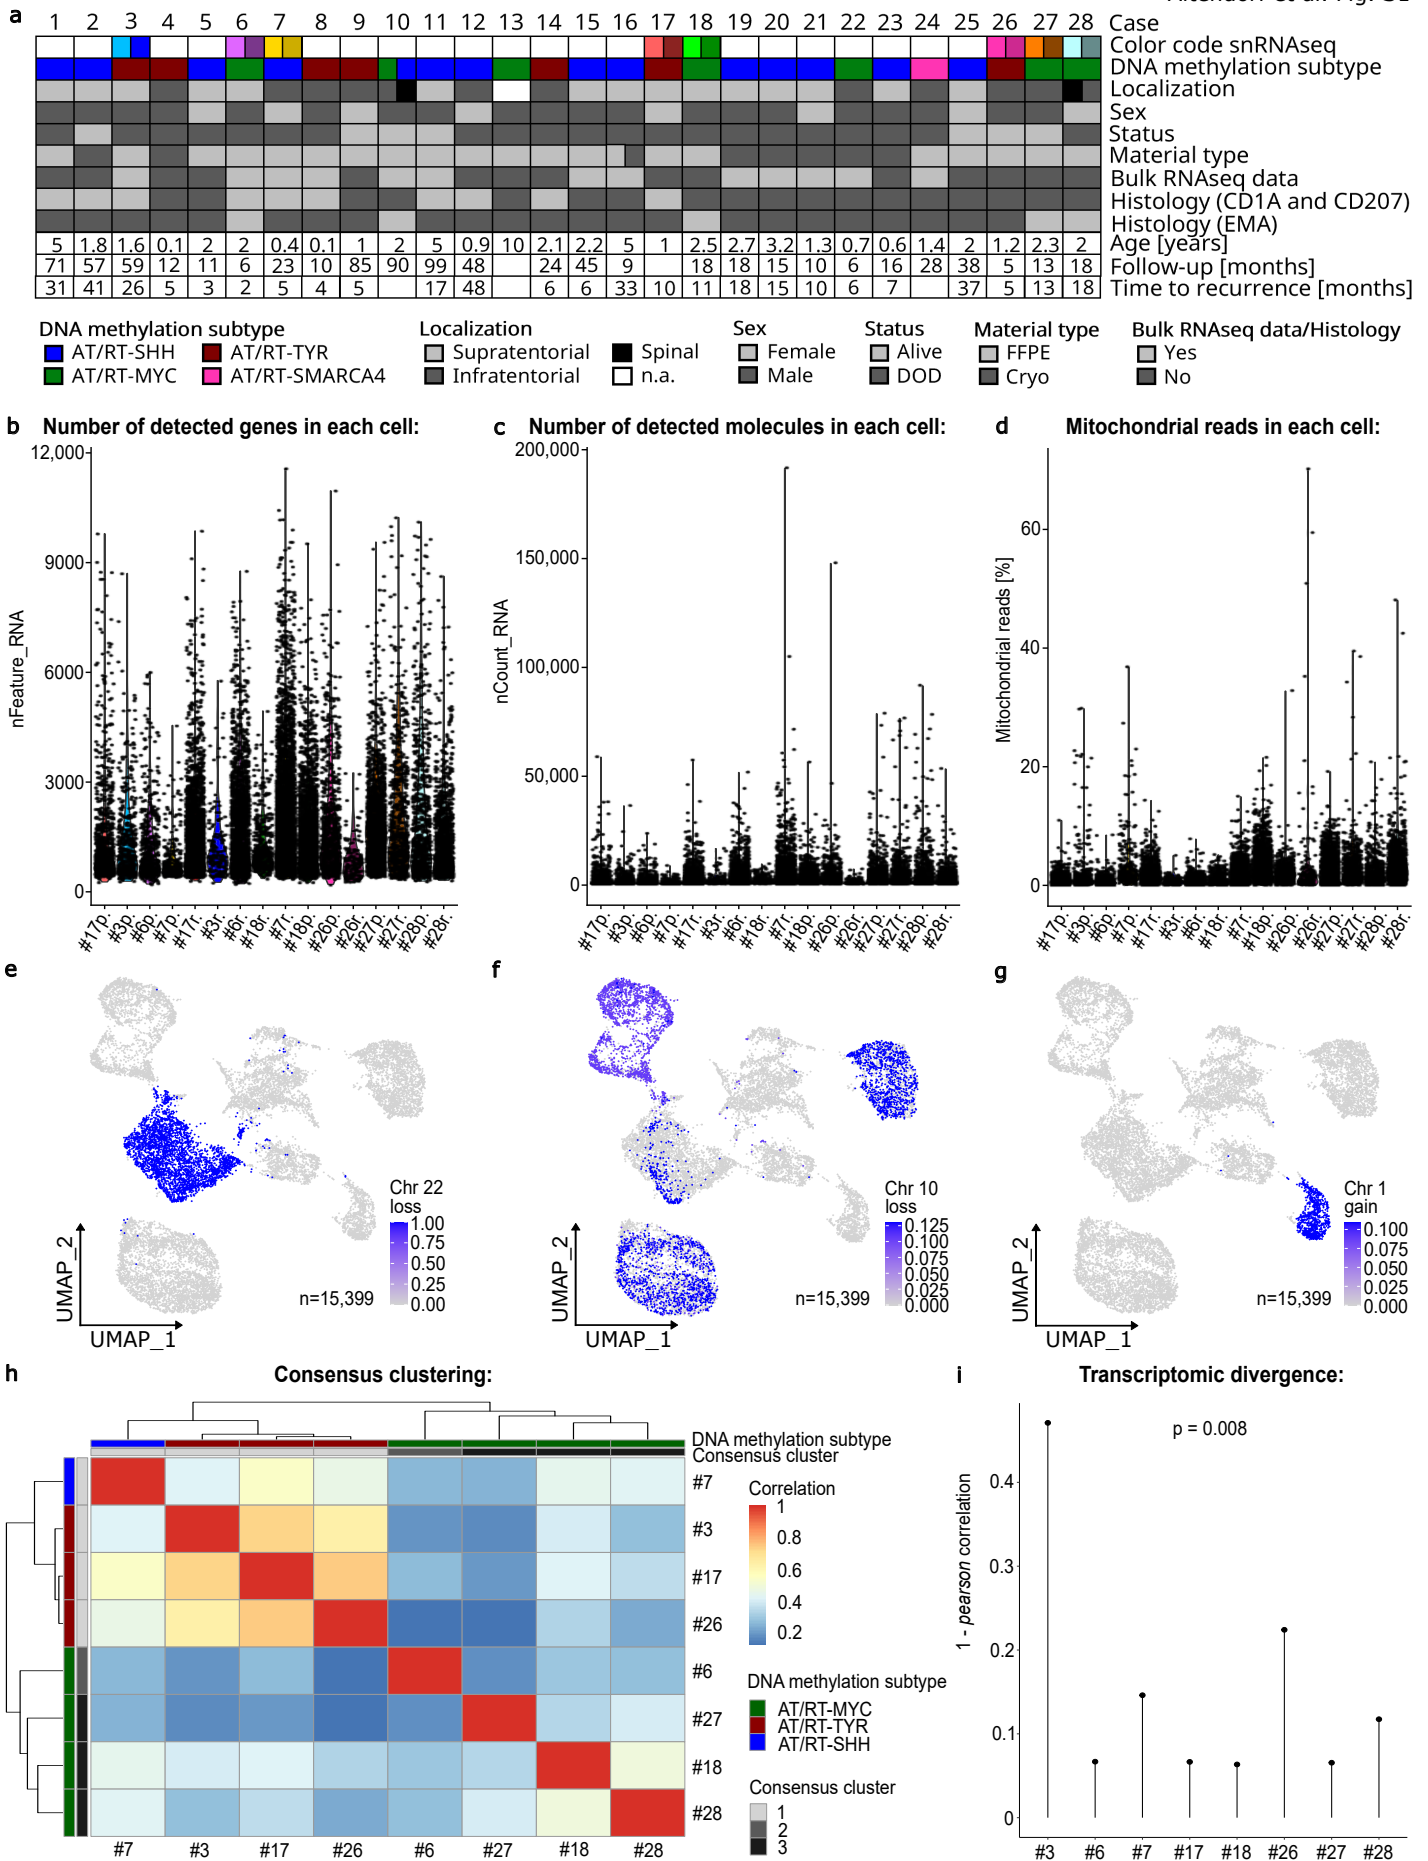

**Fig. S1** SnRNAseq quality control and comparison of the gene expression profiles of all AT/RT primary-recurrence pairs including the TME. Overview of all samples and present data used in this study as extension to Johann, Altendorf et al. [26]. Case numbers 1-26 were assigned to the patients according to Johann, Altendorf et al. [26]. Cases 27 and 28 were added to this study (a). Violin plot showing the number of detected genes in each cell for each sample (b). Violin plot showing the number of detected molecules in each cell for each sample (c). Violin plot showing the proportion of reads matching mitochondrial genes (d). UMAP of all cells (n = 15,399) annotated by chromosome 22 status (e). UMAP of all cells (n = 15,399) annotated by chromosome 10 status (f). UMAP of all cells (n = 15,399) annotated by chromosome 1 status (g). Consensus clustering of pseudobulk values for each patient. The 1000 most variable genes were chosen and the optimal k was calculated as k = 3 (h). Lollipop plot showing the transcriptomic divergence between each primary tumor sample and paired recurrence. Significant different gene expression profiles were observed for each pair (p = 0.008, two-sided Wilcoxon test) (i).

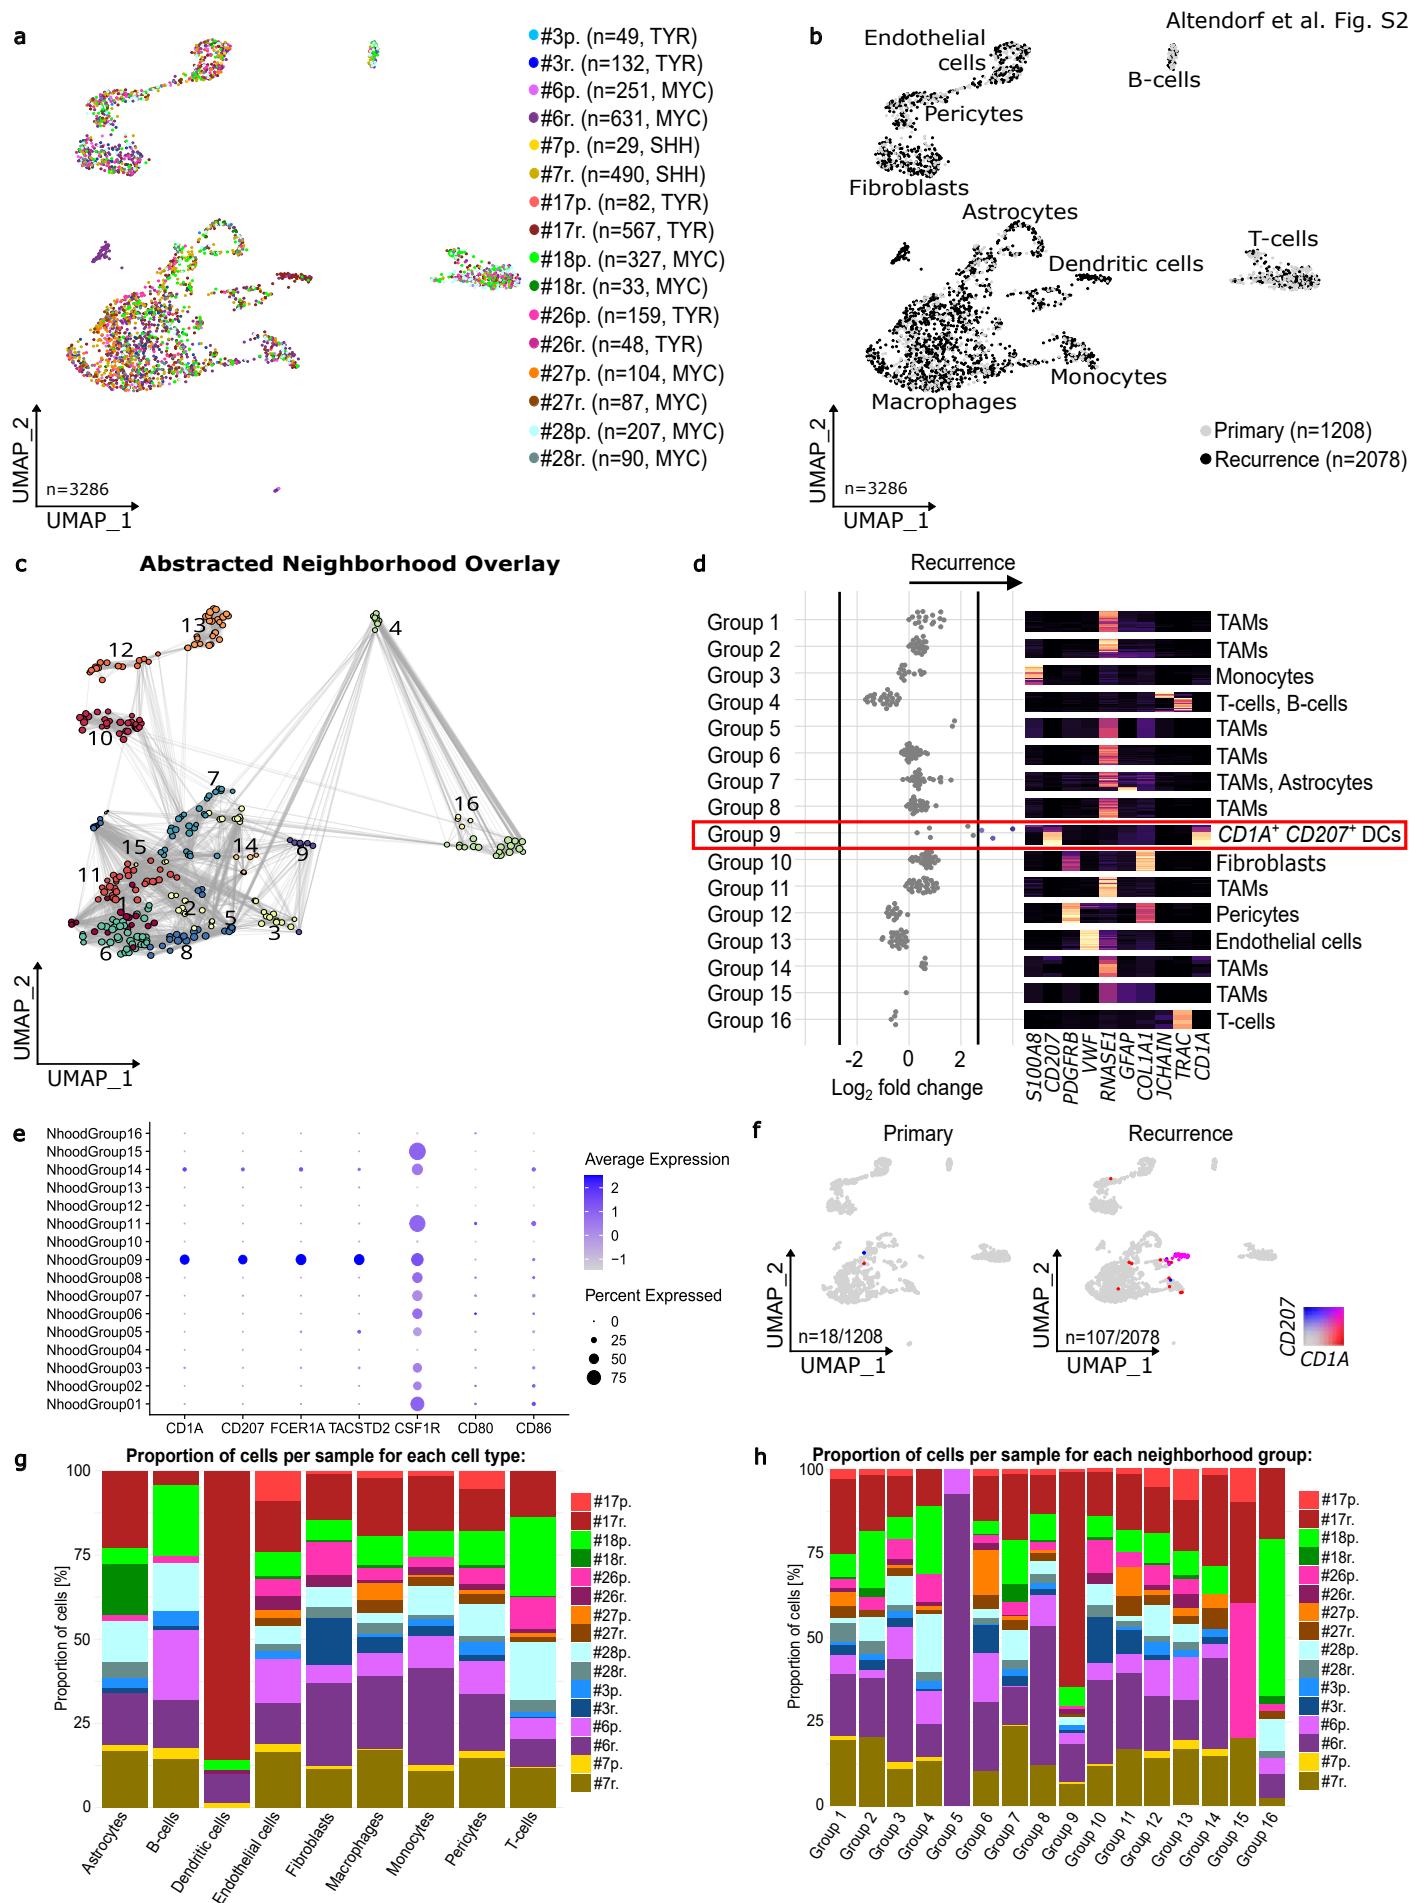

**Fig. S2** Annotation and investigation of cellular abundances of the TME. UMAPs using 10 neighboring points of harmony-integrated data of the TME only ( $n = 3286$ ), annotated by samples (**a**) and status (primary or recurrence) and cell types (**b**). Assignment of AT/RT TME cells to partially overlapping neighborhoods on the UMAP of A and B using *milor* (**c**). GLM comparing primary versus recurrent AT/RT TME cells. Each dot represents one neighborhood (**d**). Dot plot showing differential gene expression analysis of neighborhood group 9 vs. all other neighborhood groups (**e**). UMAPs of the TME only ( $n = 3286$ ), annotated by  $CD1A^+ CD207^+$  expression in primary (left,  $n = 18/1208$  positive cells) and recurrent TME cells (right,  $n = 107/2078$  positive cells) (**f**). Barplots showing the proportion of cells of each sample for each TME cell type (**g**) and for each neighborhood group (**h**).

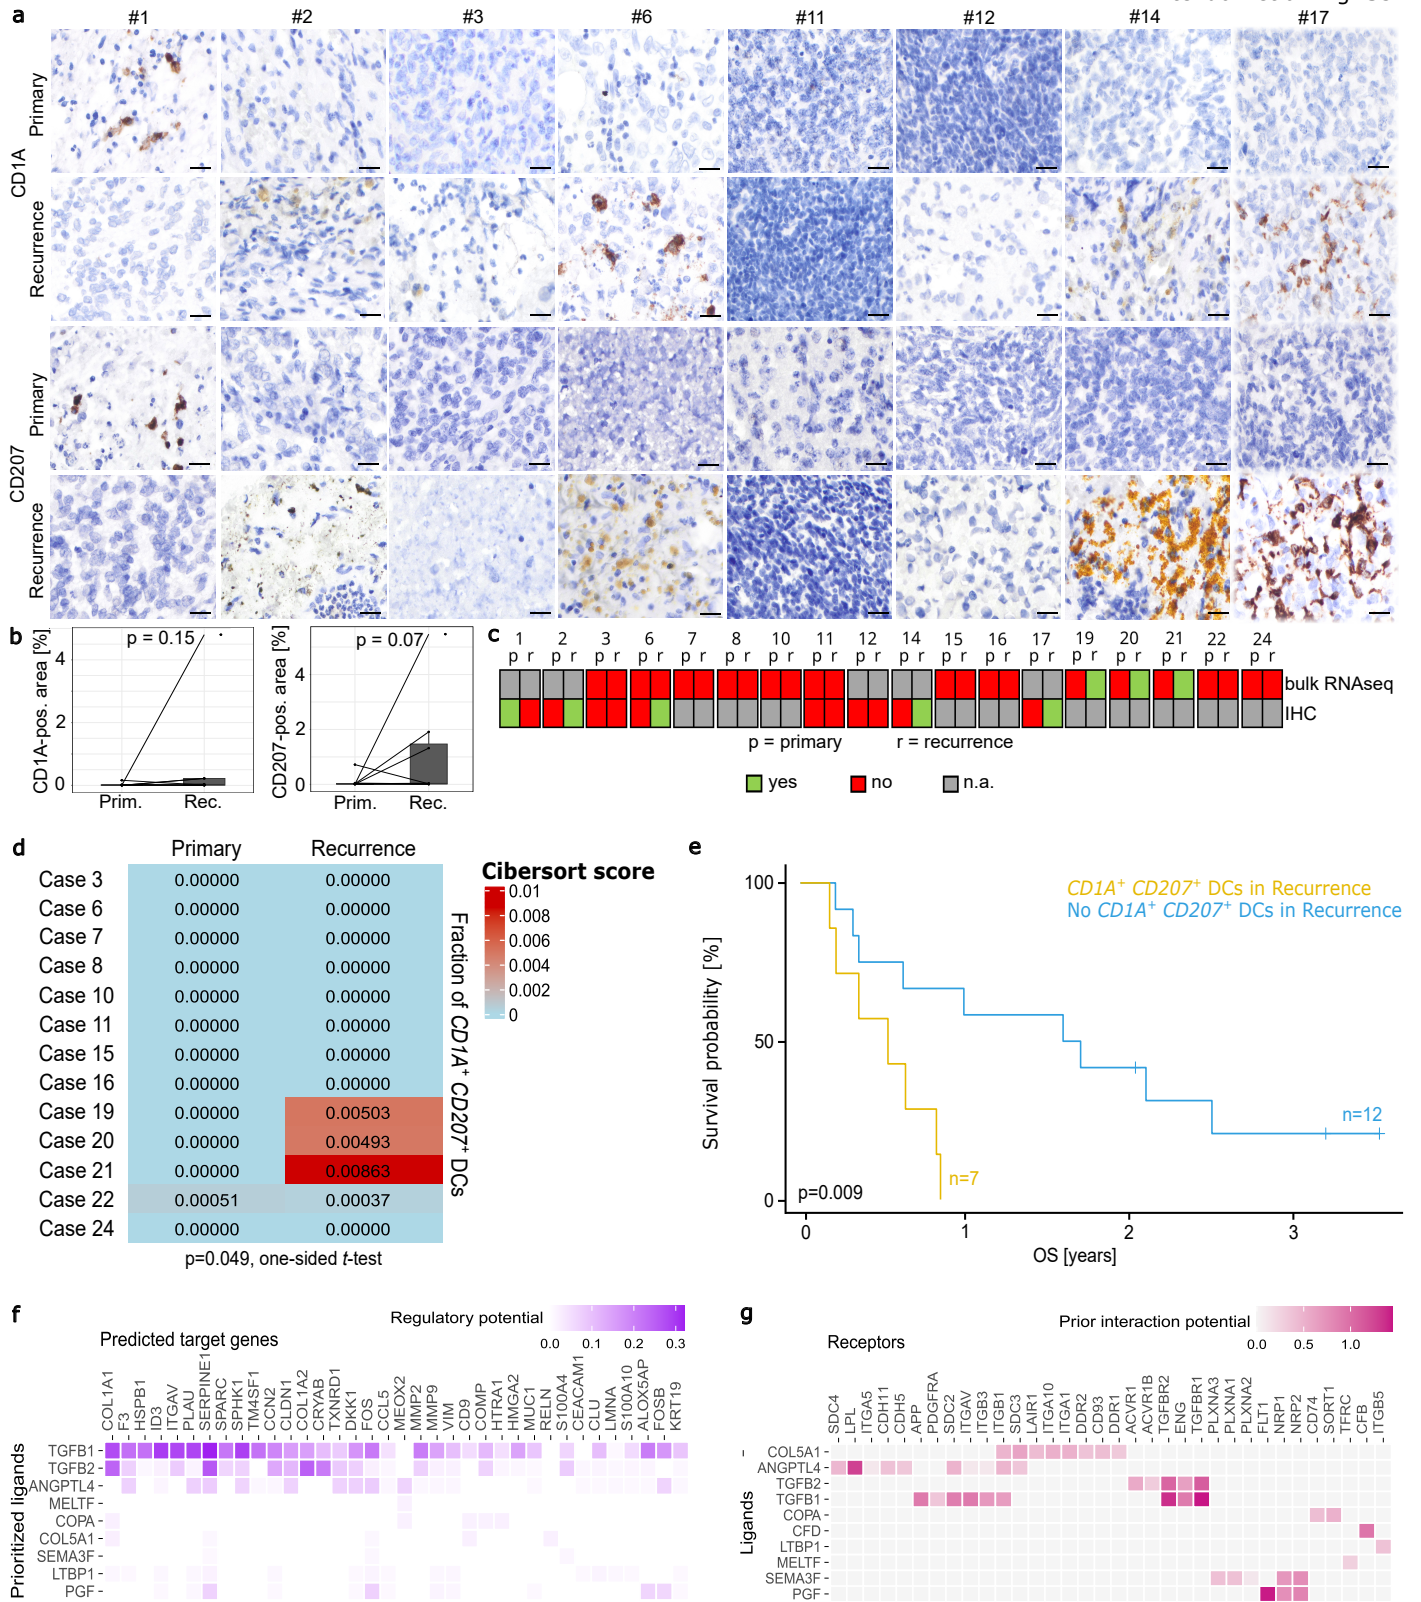

**Fig. S3** Validation and characterization of CD1A<sup>+</sup> and CD207<sup>+</sup> DCs in AT/RT recurrences. CD1A/CD207 IHC of AT/RT primary-recurrence pairs. Scale bars indicate 20  $\mu$ m (**a**). Boxplots showing IHC quantification of the CD1A/CD207-positive area [%] of each primary tumor sample and paired recurrence (**b**). Correlation of CD1A/CD207 expression observed in IHC and bulk RNAseq data (**c**). Heatmap of CIBERSORT results for the deconvolution of previously published bulk RNAseq data of paired primary and recurrent AT/RT [26] revealed enrichment of CD1A<sup>+</sup> CD207<sup>+</sup> DCs in recurrent AT/RT ( $p = 0.049$ , one-sided  $t$ -test) (**d**). OS of a cohort of AT/RT patients separated into two groups based on the abundance of CD1A<sup>+</sup> CD207<sup>+</sup> cells in the respective recurrent tumor samples. Patients with CD1A<sup>+</sup> CD207<sup>+</sup> DCs had a significantly shorter OS compared to patients without ( $p = 0.009$ , two-sided Log-Rank test) (**e**). Cell-cell communication results showing ligand-target gene interactions (**f**). Cell-cell communication results showing ligand-receptor interactions (**g**).

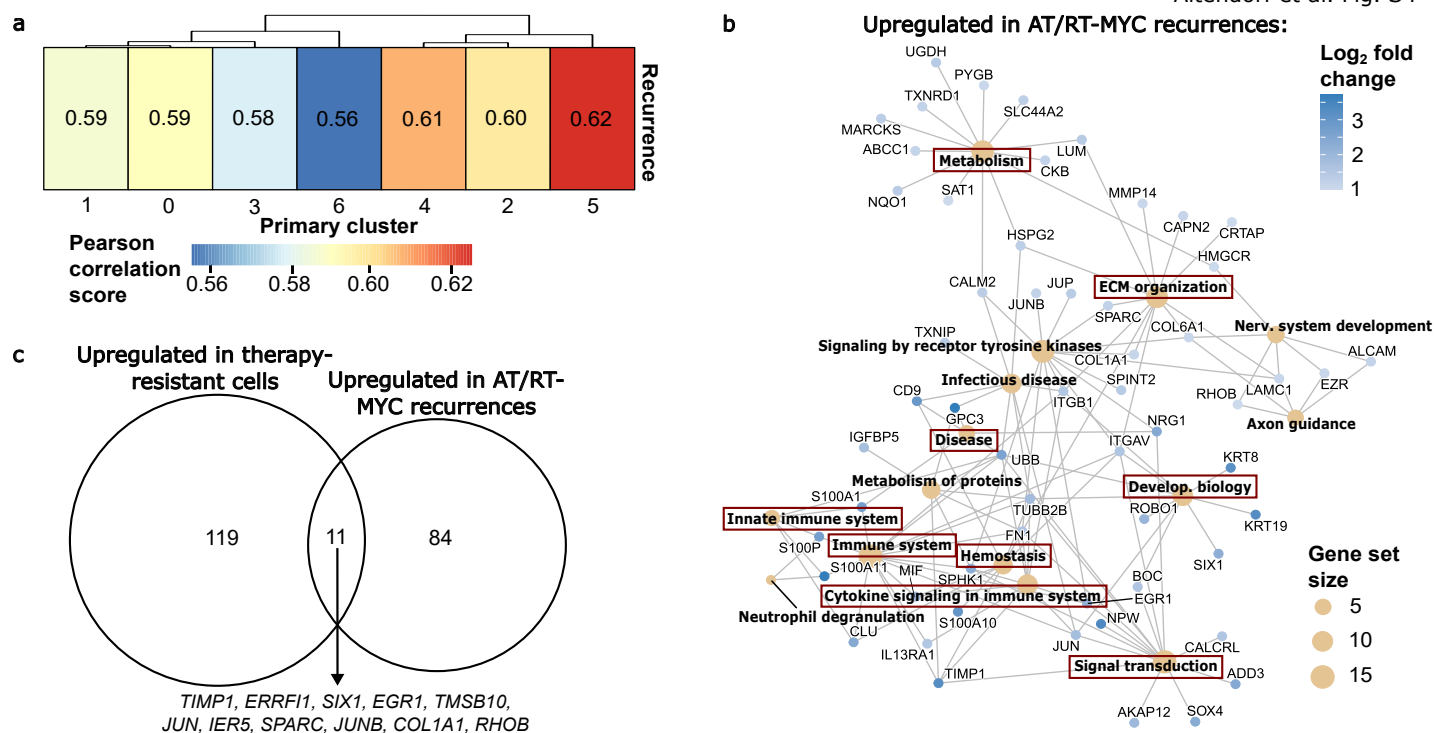

**Fig. S4** Differentially expressed genes and pathways between AT/RT-MYC primary tumors and recurrences. Pearson correlation indicating highest similarity of AT/RT-MYC primary tumor cluster 2, 4, and 5 to recurrences (**a**). Upregulated genes and *Reactome* pathways in AT/RT-MYC recurrence tumor cells compared to primary tumor cells. The pathways marked in red were overlapping with upregulated pathways in potentially therapy resistant cells (primary tumor cluster 2, 4, and 5) (**b**). Venn diagram showing overlap of genes upregulated in potentially therapy-resistant cells (primary tumor cluster 2, 4, and 5) and AT/RT-MYC recurrences (**c**).

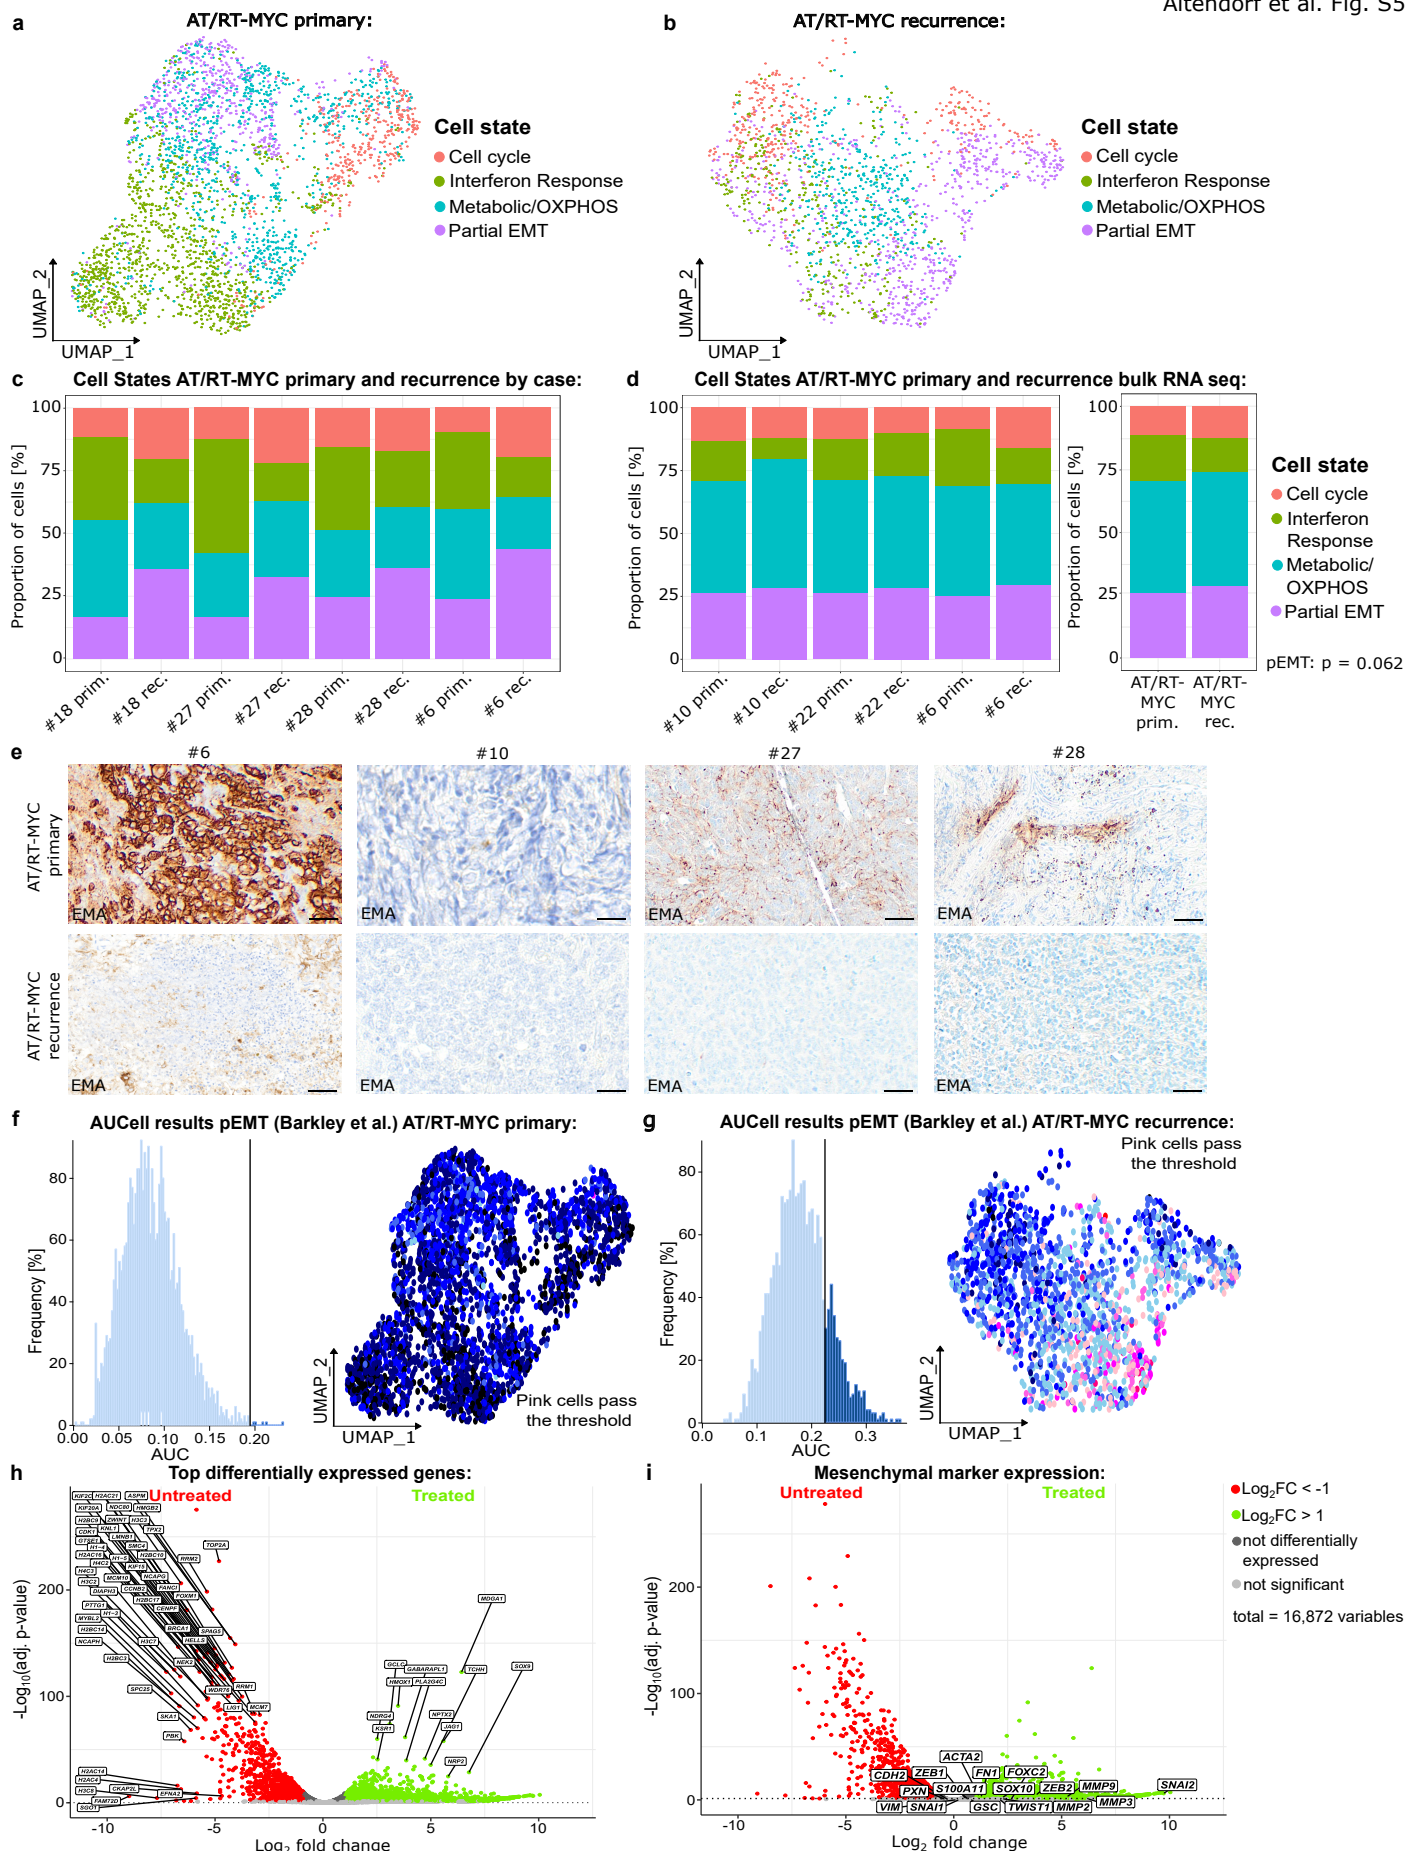

**Fig. S5** Cancer cell states of AT/RT-MYC snRNAseq and bulk RNAseq data and bulk RNAseq data of AT/RT-MYC cell lines. Integrated UMAPs using 10 neighboring points of all AT/RT-MYC primary (n = 3188) **(a)** and recurrence tumor cells (n = 1859) **(b)**, annotated by cancer cell states resulting from NMF analysis. Distribution of cancer cell states of AT/RT-MYC recurrence compared to primary tumor cells for each case **(c)**. Distribution of cancer cell states using bulk RNA sequencing data of each AT/RT-MYC case and of AT/RT-MYC recurrences compared to primary tumors (pEMT:  $p = 0.062$ , two-sided paired  $t$ -test) **(d)**. EMA IHC of AT/RT primary-recurrence pairs. Scale bars indicate 50  $\mu$ m **(e)**. AUCell results of AT/RT-MYC primary **(f)** and recurrence tumor cells **(g)** undergoing pEMT (according to Barkley et al. [5]). The histograms were used to define the AUC thresholds (0.195 and 0.225). All cells that passed the threshold were coloured in pink in the UMAPs. Volcano Plots of bulk RNAseq data showing differentially expressed genes of BT-16 and CHLA-266 untreated (red) vs. BT-16 and CHLA-266 treated (green) with the top differentially expressed genes **(h)** or mesenchymal markers **(i)** annotated.

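The labels of Fig. S5h name 12 upregulated and 58 downregulated genes, which the study picked from these libraries by their change. All 12 were upregulated and all 58 downregulated at an adjusted *p* value under 0.05 in edgeR's quasi-likelihood test. The median log2 fold change was 4.18 for the 12 upregulated genes, ranging from 2.39 to 6.64, and -5.43 for the 58 downregulated genes, ranging from -9.86 to -3.08. Each of these genes moved in this direction in both cell lines. The median log2 ratio of the downregulated genes was -5.36 in BT-16 and -5.41 in CHLA-266.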

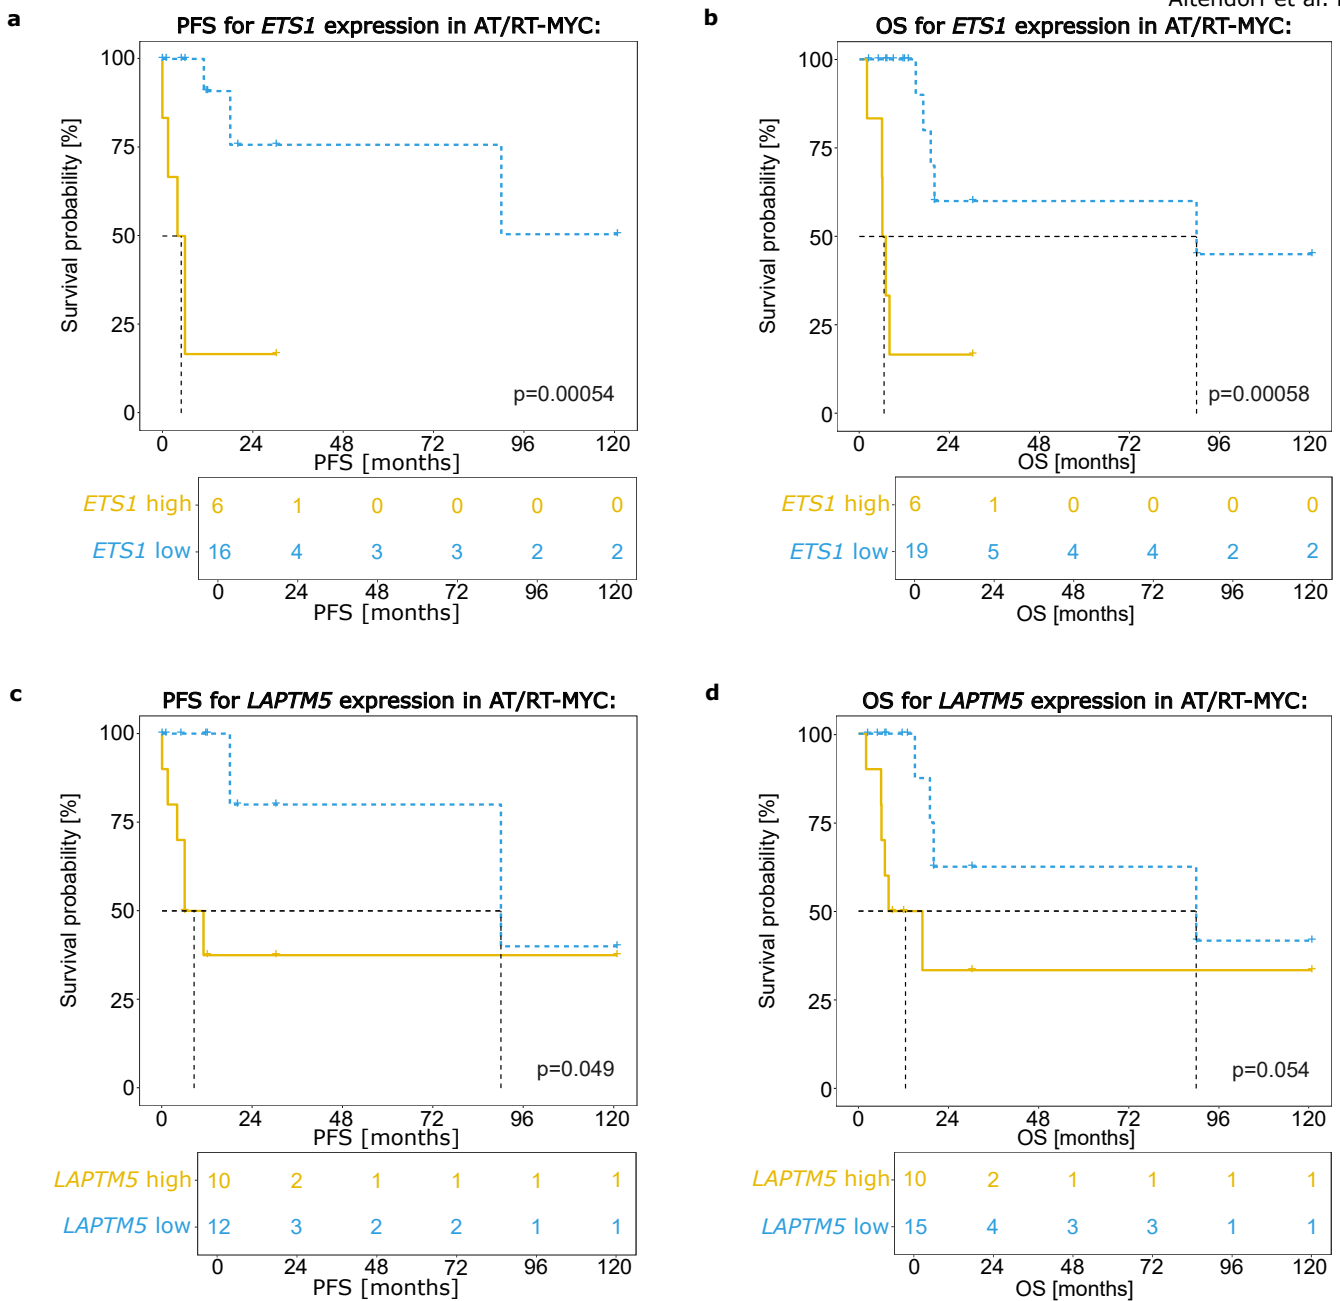

**Fig. S6** Survival analyses of AT/RT-MYC patients in correlation with the expression of the top upregulated genes identified in potentially therapy-resistant primary tumor cells. PFS of a cohort of AT/RT-MYC patients separated into two groups using the best cutoff for *ETS1* expression. The group with high *ETS1* expression ( $n = 6$ ) had a significantly worse PFS compared to the group with low *ETS1* expression ( $n = 16$ ,  $p = 0.00054$ , two-sided Log-Rank test) (**a**). OS of a cohort of AT/RT-MYC patients separated into two groups using the best cutoff for *ETS1* expression. The group with high *ETS1* expression ( $n = 6$ ) had a significantly worse OS compared to the group with low *ETS1* expression ( $n = 19$ ,  $p = 0.00058$ , two-sided Log-Rank test) (**b**). PFS of a cohort of AT/RT-MYC patients separated into two groups using the best cutoff for *LAPTM5* expression. The group with high *LAPTM5* expression ( $n = 10$ ) had a significantly worse OS compared to the group with low *LAPTM5* expression ( $n = 12$ ,  $p = 0.049$ , two-sided Log-Rank test) (**c**). OS of a cohort of AT/RT-MYC patients separated into two groups using the best cutoff for *LAPTM5* expression. The group with high *LAPTM5* expression ( $n = 10$ ) had no significantly different OS compared to the group with low *LAPTM5* expression ( $n = 15$ ,  $p = 0.054$ , two-sided Log-Rank test) (**d**).

How the deposited data were processed for this re-analysis (not part of the article)

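RNA of the AT/RT-MYC cell lines BT-16 and CHLA-266 was sequenced before and after treatment with doxorubicin, etoposide, and vincristine, with 1 library per cell line and condition and therefore 2 libraries per condition and 4 libraries in all. The sample labels and the methods name the cell line and the condition of each library, and the labels name 1 batch. The authors prepared the libraries with a stranded kit that amplifies cDNA, trimmed the reads with Skewer, aligned them to hg38 with STAR, counted them per gene with featureCounts, added gene symbols with biomaRt, and removed repetitively counted genes and genes of the sex chromosomes. The estimated counts that the authors deposited are read counts per gene symbol without normalization, and 5 values in 2 genes were not whole and were rounded. The log2 values that the authors deposited were made by the variance-stabilizing transformation (VST) of DESeq2 from those counts, for the 17553 genes with a total of at least 10 counts. The way in which pairs of reads were counted is not stated in the methods, and low counts were mostly even, so intervals from counting error are too narrow where both reads of a pair were counted.

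Of 18449 symbols, 383 had a total of 0 and were left out, which left 18066 genes for the tests. Treated and untreated libraries were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, Benjamini-Hochberg adjustment) in R 4.3.3, without the cell line in the model and with a threshold of an adjusted p value under 0.05. TMM factors were 0.919 and 1.12 in untreated and treated BT-16 cells and 0.930 and 1.04 in CHLA-266 cells. The common dispersion was 0.140, and 0.0712 with the cell line as a block. The libraries of each cell line are paired by the cell line itself. As a check of the pairing, the deviations of the untreated and treated library of one cell line from the condition means had a correlation of 0.263 across 12620 genes, which are not independent replicates. Lists of genes were tested with camera (preset correlation of 0.01) from limma 3.58.1 and adjusted over 24 lists, with fry and camera with an estimated correlation as alternatives. Within each cell line, the log2 ratio of treated to untreated counts was computed after TMM normalization with 0.5 counts added, with exact Clopper-Pearson 95% intervals. List medians within a cell line were set beside 10000 random lists matched on mean expression in 50 groups of genes.

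Alternatives set before the data were examined were the cell line as a block, DESeq2 1.42.0 with and without that block, DESeq2 size factors, upper-quartile normalization, and library totals in edgeR, genes with at least 10 counts in every library, the filter of edgeR, limma on the VST values, a threshold on the absolute log2 fold change of 1, and each library left out in turn. DESeq2 on genes with a total of at least 10 counts, the same with the threshold on the log2 fold change, and halved counts were added after seeing the data. The fits with 1 library left out had no block, so a difference in level between the cell lines also moved their values. The genes named were chosen by a rule set in advance, namely every gene the paper names or labels for these libraries, MUC1 as the gene of EMA, and the 5 genes of smallest adjusted p value in each direction that moved the same way in both cell lines. Members of other lists are named only where they are the highest, lowest, or most abundant, or where the text says that they were chosen after their values were seen. Lists were taken from labels of Figs. 4e, 4f, S5h, and S5i and from Tables S3 and S4, and 6 lists (p53 targets, SASP, macrophage, tissue-restricted, housekeeping, and epithelial genes) were written from general knowledge. Gene coordinates and exon lengths come from GENCODE 44 on hg38, in which 18357 symbols had an exon length. For these, a symbol absent from GENCODE 44 was looked up as an older symbol of a current gene. Older symbols in the gene lists were not mapped.

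The tests were tested on simulated counts with 200 genes changed by a log2 fold change of 2. With the same mean in both cell lines, edgeR without the block recovered 49 of the 200 genes (24.5%) among 18044 tested, with 2 false calls (3.92% of the calls), and edgeR with the block recovered 45. DESeq2 without the block recovered 85, with 12 false calls (12.4% of its calls). With the means of each cell line, edgeR without the block recovered 0 of 200 genes among 18047 tested, while the block recovered 159 (79.5%, with 7 false calls or 4.22%) and DESeq2 without the block 106 (with 3 false calls or 2.75%). A difference between the cell lines that the model leaves out thus goes into its spread, and genes that did not pass the threshold without the block are not shown to be unchanged. The simulations also differed in dispersion, 0.14 with the same mean and 0.07 with the means of each cell line, with 1 value for all genes. They changed 200 genes, against 6364 DEG in the libraries, so the shares recovered do not carry over to these data. The median estimated log2 fold change was 1.95 and 1.92 in these simulations without the block. Simulated lists of 40 raised, lowered, and unchanged genes had adjusted p values of 7.56e-67, 5.72e-59, and 0.523 in camera from limma. Simulated background reads gave a Spearman correlation of count and exon length of 0.774 and 0.791 in the treated libraries, against 0.0842 and 0.0867 without background. Without background, 19 of 886 simulated genes at or under 3 counts in both untreated libraries exceeded 3 counts in both treated libraries. That contrast therefore does not cover low-level transcription.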

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

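Tests chosen only after the result was seen were those on MUC1 and the test of low-level transcription, and the criterion that picked the opposite changes of the cell lines was also chosen after the counts were seen. The differences between the cell lines were not tested, since each cell line had 1 library per condition.

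*CDH2*, *VIM*, and *FOSB* moved in opposite directions in the cell lines, beyond the counting error, also when the counts were halved. *SNAI1* (log2 ratio 0.59 in BT-16 and -0.51 in CHLA-266) and *ZSCAN10* (6.07 and -0.58) did so with full counts only. With halved counts, their intervals in CHLA-266 reached 0.18 and 0.19. Both kept their signs under 4 normalizations. The log2 ratio of treated to untreated counts of *CDH2* was -0.75 in BT-16 and 0.21 in CHLA-266, and kept these signs under 4 normalizations. The ratio of *VIM* was -0.33 in BT-16 and 0.29 in CHLA-266, with the sign in BT-16 changing to 0.07 under upper-quartile normalization. The ratio of *FOSB* was 1.13 in BT-16 and -0.57 in CHLA-266 and kept its signs under the 4 normalizations. The opposite signs of *VIM* thus depend on the scaling, while its ratio stayed higher in CHLA-266 than in BT-16 under all 4 normalizations. Variation between cultures and a response that depends on the cell line both stay open, with 1 library per condition and cell line.

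Genes of 5 families that such cells should not use (olfactory receptors, keratin-associated proteins, taste receptors, beta-defensins, and late cornified envelope genes), which the paper does not discuss, were counted more often after treatment. Of 562 such genes, 63.9% had over 3 counts in treated BT-16 cells against 15.8% in untreated cells, and 44.3% against 12.8% in CHLA-266 cells. Of 472 tested, 33 were upregulated and 1 downregulated in edgeR, with a median log2 fold change of 4.17. More widely, of 2768 genes at or under 3 counts in both untreated libraries, 1388 had over 3 counts in both treated libraries. Sequencing depth is argued against as the cause, because the treated libraries were smaller and 17814 genes were detected in treated BT-16 cells after thinning, against 15879 in untreated cells. Background reads from genomic DNA, unspliced RNA, or mispriming are a candidate explanation, since the families rose with the other genes. Of the 2768 genes, 2742 had a known exon length, and their counts rose with it in both treated libraries (Spearman correlation across genes, which are not independent replicates, of 0.510 and 0.456). Low-level transcription of many silent genes in the treated cells stays open as well. Its counts could rise with exon length too, so that correlation does not favour background reads. Counts per kilobase of these genes were correlated between the treated libraries (0.437), but background shared by the libraries would rank the genes alike too, so these explanations cannot be told apart for these genes.

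For the 8 pEMT marker genes at or under 3 counts in both untreated libraries, the same background cannot be told apart from expression. Of these genes, 0 lay above the 95th percentile of the families in both treated libraries, 0 in BT-16 alone, and 2 in CHLA-266. With olfactory receptors alone as the reference, whose 95th percentile was 26.3 and 21.2 counts per kilobase, 0 and 3 did. Too few genes and counts keep this open. Of the 2904 upregulated genes with a known exon length, 1244 lay above the families' 95th percentile in both treated libraries.

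*MUC1*, which encodes EMA and which the paper does not report in these libraries, was higher after treatment while the EMA staining fell. Its counts rose from 2299 to 4613 in BT-16 and from 763 to 1497 in CHLA-266, with a log2 fold change of 1.25 (standard error 0.52, adjusted p = 0.0899 in edgeR). With the cell line as a block, the log2 fold change was 1.24 and passed the threshold (adjusted p = 7.26e-07 in edgeR, range over 11 alternatives 1.38e-08 to 0.247). Across the fits that each left out 1 library, the log2 fold change of *MUC1* ranged from 0.34 to 2.13. Those fits had no block, so the higher level of *MUC1* in BT-16 than in CHLA-266 entered this range. Within BT-16 and CHLA-266, its log2 ratio was 1.26 and 1.22. The lowest log2 ratio over 4 normalizations and both cell lines was 1.22, which argues against normalization. The read density of *MUC1* lay at percentile 100 of the family genes in every library, which argues against background reads. How the RNA level and the staining come apart was not tested, and regulation after transcription and the staining itself stay open.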

How the results depend on the processing

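The alternatives are those of the processing summary, and the settings added after seeing the data are named as added. In the text below, changes that an alternative's own construction does not explain have a cause that was not tested.

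The number of DEG stayed within 1.5 times of 6364 in all alternatives except the threshold on the absolute log2 fold change of 1, which left 4144 because fewer genes can pass. The number of downregulated genes was 1895 with upper-quartile normalization, 1721 with that threshold, and 1568 with DESeq2 on genes with a total of at least 10 counts and that threshold (added). DESeq2 without the block called 7557 genes, of which 6307 were also called in edgeR.

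The median of the pEMT marker genes stayed positive in the alternatives run, with *EIF4EBP1* lower in each. This median was 4.70 with the cell line as a replicate block, 4.75 with DESeq2, 5.17 with DESeq2 and the block, 4.95 with upper-quartile normalization, 4.83 with library totals, and 4.75 with DESeq2 on genes with a total of at least 10 counts (added). With at least 10 counts in every library, 3 genes of the list were left, with 2 upregulated and a median of 3.17. On the VST values the median was 0.69, as that scale compresses low counts. Across the 4 fits that each left out 1 library, it ranged from 4.06 to 6.92.

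The median of the mesenchymal marker genes was 1.55 with upper-quartile normalization, 1.44 with library totals, 0.71 with at least 10 counts in every library, and 0.53 on the VST values, and from 1.03 to 1.41 with 1 library left out. For the top 15 genes, the median on the VST values was 0.58. The filter on 10 counts left 6 of these genes, with 2 upregulated and a median of 1.07. It dropped genes with few counts before treatment, among them *MPPED2*, *EPHB6*, *C1QB*, and *LPL*, which had the largest estimated log2 fold changes of the list. Within the cell lines, that filter left 2 higher pEMT marker genes in BT-16 and 2 in CHLA-266, 7 and 8 higher mesenchymal marker genes, and 5 and 4 higher genes of the top 15. It also left 8 gene lists higher, and camera with an estimated correlation left 0 higher. A call lost under that filter does not show that a rise fails to hold, because the filter drops genes with few counts before treatment. Under that filter, the lists of cluster 2, pEMT, top 15, mesenchymal (both), macrophage, tissue-restricted, and housekeeping genes lost their call, and the interferon response list of primary tumors gained one. With library totals, that list gained a call and the macrophage list lost its own. Under fry, both interferon response lists, the cluster 4 list, and the OXPHOS list of primary tumors (lower) gained a call, and the epithelial list and the 17 mesenchymal markers lost theirs.

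Directions reversed for 4 genes near no change. *VIM* was -0.021 with the replicate block and ranged from -0.45 to 0.41 with 1 library left out, being negative without untreated BT-16 cells (-0.08) and without treated CHLA-266 cells (-0.45). *CDH2* was 0.015 with upper-quartile normalization and ranged from -0.71 to 0.16, being positive without untreated BT-16 cells. *FOSB* ranged from -0.43 to 0.98 and *SNAI1* from -0.55 to 0.64, each being negative without treated BT-16 cells.

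With the cell line as a replicate block, *S100A11*, *MUC1*, *ZEB1*, and *PXN* passed the threshold, *CDA*, *MPPED2*, and *C1QA* did not, and among the lists the interferon response list of recurrences passed. Apart from these and the direction of *VIM*, the block changed no other call among the named genes and lists. Fold changes rest on few counts for the pEMT marker genes, of which 18 of 21 had fewer than 10 counts in a library, and likewise for 29 of 33 tissue-restricted and 13 of 15 macrophage genes.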

Differences from the paper's values

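The paper's Table S5 lists 4849 DEG, of which 1997 were held here. DESeq2 without the block on genes with a total of at least 10 counts, with the threshold on the log2 fold change of 1, a setting chosen after seeing the values, called 4850 genes. Its log2 fold changes differed from those held by 0 at most.

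In Table S5, *KLK6*, *PDPN*, *SPINK6*, and *C1QB* are DEG, and in edgeR without the block they did not pass the threshold. The paper's log2 fold changes are 3.49, 4.19, 7.01, and 6.88. For *KLK6*, edgeR gave 3.37 (adjusted p = 0.0669), and for *PDPN* 4.04 (adjusted p = 0.0673). *SPINK6* and *C1QB*, both undetected in the untreated libraries, had adjusted p values of 0.0630 and 0.0751 in edgeR. DESeq2 without the block, an alternative set before the data were examined, called all 4 genes (adjusted p of 0.0259, 0.0248, 0.0228, and 0.0337). Of the other alternatives set before the data were examined, the filter of edgeR called *KLK6*, DESeq2 with the block called *PDPN*, and limma on the VST values called both. Of the 8 such alternatives with an adjusted p of their own, 3 called *KLK6* and 3 called *PDPN*, and of the 7 for *SPINK6* and *C1QB*, 1 called each. Of the settings chosen after seeing the values, DESeq2 on genes with a total of at least 10 counts called all 4 genes, and halved counts called *PDPN*. With 1 library left out, the log2 fold change of *PDPN* ranged from 3.10 to 8.45, the highest without untreated BT-16 cells.

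The paper states that nearly all of the top 15 genes of the primary tumor clusters rose in both cell lines. *CRIP1* was lower in both cell lines (log2 ratio -0.97 and -1.43), and *FOSB* (-0.57) and *ZSCAN10* (-0.58) were lower in CHLA-266. The interval of *ZSCAN10* reached 0.19 when the counts were halved.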

Other observations

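The tests of fewer dividing cells and of the myeloid genes' median against the tissue-restricted genes were chosen only after the result was seen, and the other tests of this part were set before.

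Cell cycle genes fell after treatment. The cell cycle lists of primary tumors and recurrences in Table S4 had median log2 fold changes of -3.55 and -3.49 (adjusted p of 6.83e-88 and 1.04e-82 in limma's camera), with 34 of 36 genes of the primary tumor list downregulated. Both lists stayed lower with an estimated correlation (adjusted p of 0.0219 and 0.0246 in limma's camera). Normalization is argued against, since the smallest fall over 4 normalizations was -3.15. GC content and gene length are argued against, since the smaller fall was -3.78 after their trend was removed. Fewer dividing cells among the treated cells may explain the fall and stay open. The list of p53 targets does not decide it, since fewer dividing cells need not raise these genes and the list's median of 0.077 covers members in both directions (4 upregulated, 3 downregulated). Among random lists matched on mean expression, whose medians centred on -0.34 in BT-16 and -0.23 in CHLA-266, the p53 targets stood at percentile 99.6 and 95.5. *CDKN1A* of that list, chosen after its values were seen, had a log2 fold change of 1.88 (standard error 0.17, adjusted p = 0.000136 in edgeR).

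Of the myeloid genes of the cluster 5 list (*C1QA*, *C1QB*, and *LAPTM5*), *C1QA* and *LAPTM5* were upregulated after treatment. *C1QB* did not pass the threshold (adjusted p = 0.0751 in edgeR) and rose beyond the counting error in BT-16 only. RNA from macrophages would bring the abundant macrophage transcripts to the highest levels. Of 6 such transcripts, 1 passed the threshold (*AIF1*), *CD68* had 0 counts in both treated libraries, and their median count of 27 in treated BT-16 cells and 22 in treated CHLA-266 cells lay below the median of the 3 myeloid genes, 32 and 43. The difference in BT-16 is within the counting error. Other macrophage genes, named after their values were seen, rose, namely *ITGAM* (4 to 111 and 4 to 196 counts in BT-16 and CHLA-266), *CD163* (8 to 56 and 0 to 63), and *C1QC* in BT-16 (0 to 40). Counts of *PTPRC* fell in BT-16 (287 to 167), and those of *CSF1R* (166 to 98) and *FCER1G* (17 to 0) fell in CHLA-266. Each of these rose in the other cell line. *HLA-DRA* stayed at 0 counts in CHLA-266, and *C1QC* had 1 count there after treatment. Low counts keep RNA from macrophages open. Background reads stay open too, because the treated libraries gave different answers. Of 33 tissue-restricted genes, 15 lay below the median of *C1QA*, *C1QB*, and *LAPTM5* in treated BT-16 cells and 24 in treated CHLA-266 cells, where *C1QA* (43 counts) and *LAPTM5* (60 counts) lay above most of them and *C1QB* (4 counts) did not.

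Of the other lists, the tissue-restricted genes had a median log2 fold change of 3.29 with 11 upregulated (adjusted p = 0.0017 in limma's camera) and the macrophage genes one of 4.16 with 5 upregulated (adjusted p = 0.0329). Among random lists matched on mean expression, the tissue-restricted genes stood at percentile 76.2 in BT-16 and 66.6 in CHLA-266, and the macrophage genes at 82.9 and 64.0. The SASP list, which holds secreted factors of senescent cells, had a median of 3.28 (2.02 with undetected genes at their bound), with 7 of 24 genes upregulated (adjusted p = 0.00342 in limma's camera). Its median log2 ratio was 2.46 in BT-16, at percentile 40.7 of the random lists (which centred on 2.60), and 2.53 in CHLA-266, at percentile 92.1, so in BT-16 matched genes rose as much. The epithelial list had a median of 1.27 with 5 of 12 genes upregulated (adjusted p = 0.0387 in limma's camera, 0.0519 in fry), and stood at percentile 99.6 in BT-16 and 98.5 in CHLA-266 of the random lists, above their 95% range in both. The housekeeping list had a median of -0.42, with 9 of 24 genes downregulated and 1 upregulated (adjusted p = 0.00448 in limma's camera), at percentile 28.8 and 27.1 of the random lists. The p53 target list had an adjusted p of 0.479. The 17 mesenchymal markers had an adjusted p of 0.0306 and the 6 named in the text one of 0.00775 (0.0519 and 0.0296 in fry). The study named these 6 as upregulated in the same libraries, and they are the 6 of the 17 that passed the threshold, so the test of the 6 is not independent evidence. The 129 genes of the clusters together had an adjusted p of 0.00233 in limma's camera. The genes labelled in Fig. S5h, picked by the study from these libraries, had adjusted p values of 4.48e-33 (upregulated) and 5.98e-217 (downregulated) in limma's camera.

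Among the cancer cell state lists of Table S4, the partial EMT list of recurrences had a median of 0.67 (adjusted p = 0.0258 in limma's camera) and that of primary tumors -0.19 (adjusted p = 0.435). The OXPHOS list of recurrences had a median of 0.85 (adjusted p = 0.0017) while that of primary tumors had a positive median of 0.16 although limma's camera gave its direction as lower (adjusted p = 0.0740). Its direction was lower under fry as well (adjusted p = 0.0208, range over 5 alternatives 0.0208 to 0.707). Against random lists matched on mean expression it was instead higher, at percentile 99.1 in BT-16 and 98.4 in CHLA-266, so the tests give it opposite directions. The interferon response list of recurrences had a median of 0.64 (adjusted p = 0.110 in limma's camera, 0.0300 with the cell line as a block, range over 5 alternatives 0.0296 to 0.261). That of primary tumors had a median of 0.30 (adjusted p = 0.0750 in limma's camera), and passed with library totals (0.0339), with at least 10 counts in every library (0.00753), and under fry (0.0215), with a range over 5 alternatives of 0.00753 to 0.261. In the same comparison with random lists, in BT-16 and CHLA-266, the OXPHOS list of recurrences stood at percentile 100 and 99.99, the partial EMT list of recurrences at 100 and 100 and that of primary tumors at 64.8 and 75.1, and the interferon response list of recurrences at 90.3 and 92.8 and that of primary tumors at 98.97 and 99.7. A difference between the lists of primary tumors and recurrences was not tested.

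Mitochondrial genes took 3.59% of the counts in untreated and 10.5% in treated BT-16 cells, and 4.98% and 8.93% in CHLA-266 cells. The 10 most abundant genes took 5.72% and 10.6%, and 6.25% and 9.26%. The most abundant gene was *MT-CO1* in each library.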
